# Gene expression profiling of peripheral blood mononuclear cells in the setting of peripheral arterial disease

**DOI:** 10.1186/2043-9113-2-6

**Published:** 2012-03-12

**Authors:** Rizwan Masud, Khader Shameer, Aparna Dhar, Keyue Ding, Iftikhar J Kullo

**Keywords:** Peripheral arterial disease, Gene expression, Microarray analysis, Vascular disease, Biomarkers

## Abstract

**Background:**

Peripheral arterial disease (PAD) is a relatively common manifestation of systemic atherosclerosis that leads to progressive narrowing of the lumen of leg arteries. Circulating monocytes are in contact with the arterial wall and can serve as reporters of vascular pathology in the setting of PAD. We performed gene expression analysis of peripheral blood mononuclear cells (PBMC) in patients with PAD and controls without PAD to identify differentially regulated genes.

**Methods:**

PAD was defined as an ankle brachial index (ABI) ≤0.9 (n = 19) while age and gender matched controls had an ABI > 1.0 (n = 18). Microarray analysis was performed using Affymetrix HG-U133 plus 2.0 gene chips and analyzed using GeneSpring GX 11.0. Gene expression data was normalized using Robust Multichip Analysis (RMA) normalization method, differential expression was defined as a fold change ≥1.5, followed by unpaired Mann-Whitney test (*P < 0.05*) and correction for multiple testing by Benjamini and Hochberg False Discovery Rate. Meta-analysis of differentially expressed genes was performed using an integrated bioinformatics pipeline with tools for enrichment analysis using Gene Ontology (GO) terms, pathway analysis using Kyoto Encyclopedia of Genes and Genomes (KEGG), molecular event enrichment using Reactome annotations and network analysis using Ingenuity Pathway Analysis suite. Extensive biocuration was also performed to understand the functional context of genes.

**Results:**

We identified 87 genes differentially expressed in the setting of PAD; 40 genes were upregulated and 47 genes were downregulated. We employed an integrated bioinformatics pipeline coupled with literature curation to characterize the functional coherence of differentially regulated genes.

**Conclusion:**

Notably, upregulated genes mediate immune response, inflammation, apoptosis, stress response, phosphorylation, hemostasis, platelet activation and platelet aggregation. Downregulated genes included several genes from the zinc finger family that are involved in transcriptional regulation. These results provide insights into molecular mechanisms relevant to the pathophysiology of PAD.

## Introduction

Peripheral arterial disease (PAD) affects more than eight million adults in the United States and is associated with significant mortality and morbidity [1-6]. PAD is a surrogate for diffuse atherosclerosis but is often underdiagnosed [4,6]. Identification of differentially regulated genes in the setting of PAD may lead to potential biomarkers for the earlier detection and prognostication of this disease and provide insights into its pathophysiology.

Gene expression analysis of peripheral blood mononuclear cells (PBMC) in asymptomatic individuals has previously revealed individual genetic variation and differentially regulated expression patterns [7,8]. Circulating peripheral blood cells have been used to examine differentially regulated genes in several cardiovascular disorders. For example, gene expression profiling studies of blood cells have identified differentially regulated genes and pathways in hypertension [9], coronary artery disease [10,11] and ischemic stroke [1,10,12-16]. However, genes differentially expressed in PBMC in the setting of PAD have yet to be identified. Circulating PBMC are in contact with the arterial wall and may be useful in investigating molecular mechanisms relevant to PAD. We therefore performed gene expression analysis to identify differentially expressed genes in PBMC in the setting of PAD.

## Materials and methods

### Participant recruitment and sample characteristics

The Mayo Clinic Institutional Review Board approved the study and all participants provided written informed consent. The participants were recruited from the Mayo non-invasive vascular laboratory and PAD was defined as an ankle brachial index (ABI) ≤0.9 (n = 19) while age and gender matched controls had an ABI > 1.0 (n = 18). ABI was measured in both the lower extremities and the lower of the two values was recorded for the analysis [17]. Individuals with poorly compressible arteries or aortic aneurysmal disease were excluded.

### Isolation of peripheral blood mononuclear cells (PBMC) and RNA isolation

PBMC were isolated by density gradient centrifugation by layering the blood samples over histopaque (Sigma-Aldrich, St. Louis, MO),[18]. In brief, 18 ml of whole blood was mixed with equal amount of PBS (Bio-Rad, Hercules, CA), and layered over 12 ml of histopaque 1077 (used for cell separation). The PBMC layer was removed, washed, and centrifuged twice with Hank's Balanced Salt Solution (HBSS) (Sigma-Aldrich, St. Louis, MO). The pellet formed after double centrifugation was re-suspended in Complete RPMI-10 medium. The cells were counted using a hemocytometer and processed for RNA isolation using RNeasy Plus Mini Kit (Qiagen, Valencia, CA), and additionally with TRIzol (Invitrogen, Carlsbad, CA). For the RNeasy kit, PBMCs were disrupted and homogenized using RLT buffer (Qiagen, Valencia, CA). The RNeasy kit includes gDNA eliminator spin column for the removal of genomic DNA from the sample, allowing subsequent purification of RNA. The flow through from the gDNA column was mixed with ethanol and placed on the RNeasy spin column. This spin column uses a silica gel based membrane for effective binding and purification of RNA. Total RNA was eluted in RNase free water, quantified using NanoDrop 1000 (Thermo Scientific, Wilmington, DE) and stored at −80°C.

### Microarray analysis

RNA quantity and quality were assessed using Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA); 100 ng of total RNA was used for generation of biotin labeled cRNA using Affymetrix Two-Cycle cDNA Synthesis Kit (Affymetrix, Santa Clara, CA). After the first cycle, in vitro transcription-based (IVT) amplification of cRNA was carried out using MEGAscript T7 kit (Applied Biosystems/Ambion, Austin TX). With the second cycle cDNA synthesis, biotin labeled cRNA was generated using the Affymetrix IVT labeling Kit. The labeled cRNA was cleaned, quantified and after fragmentation, hybridized to Affymetrix HG-U133 Plus2.0 GeneChips. The chips were stained with streptavidin phycoerythrin and biotinylated antibody and washed at an Affymetrix Fluidics station 450. The GeneChips were scanned and data extracted using GeneChip scanner 3000 (Affymetrix, Santa Clara, CA) and the raw data file formats were generated using GeneChip operating software (GCOS).

### Data processing and statistical analysis

Raw gene expression data were analyzed using the GeneSpringGx 11.0 software (Agilent^® ^Technologies, Santa Clara, CA). All samples were normalized and summarized by Robust Multichip Analysis (RMA) normalization method, which includes background correction, normalization and calculation of expression values [19]. Baseline was set to median for all samples, where median of the log-transformed value of each probe from all samples was calculated and this value was subtracted from all samples. Probes were filtered and eliminated on expression level as part of quality control (QC) and probes with expression values <20% were excluded. Of the remaining probes, those with a 1.5-fold-change difference between the groups underwent unpaired Mann-Whitney test and multiple testing correction was performed using Benjamini and Hochberg False Discovery Rate (FDR). Following statistical analysis and probe mapping, 47 genes were upregulated and 39 genes were downregulated. Differentially expressed probes were clustered using MultiExperiment Viewer (MeV v4.5 [20]) (Figure 1). 

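The probe sets of Table 2 that were higher in PAD included G0S2, CXCL8 (IL8 in the paper), PTGS2 and FOS, which are genes of activated leukocytes, and those that were lower included transcripts of lymphocytes such as FCRL2 and SATB1. The deposited log2 values of these 95 probe sets were used to cluster the arrays of 19 patients with PAD and 18 controls by Euclidean distance and average linkage. Divided into 2 clusters, the larger held 18 PAD and 18 control arrays and the smaller held 1 PAD array (Fisher's exact test, two-sided, p = 1). The sample labels divide the arrays into a discovery set and a validation set. In the discovery set on its own, 8 PAD and 9 control arrays fell in the larger cluster and 1 PAD array stood alone (Fisher's exact test, p = 1). In the validation set on its own, 1 cluster held the 10 PAD arrays and the other held the 9 control arrays (Fisher's exact test, p = 1.08e-05). The probe sets had been selected on these arrays, so a separation on them is not independent evidence of a difference.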

The clustering figure shows a distinct pattern of upregulated and downregulated probes in cases when compared to the controls.

**Figure 1:**
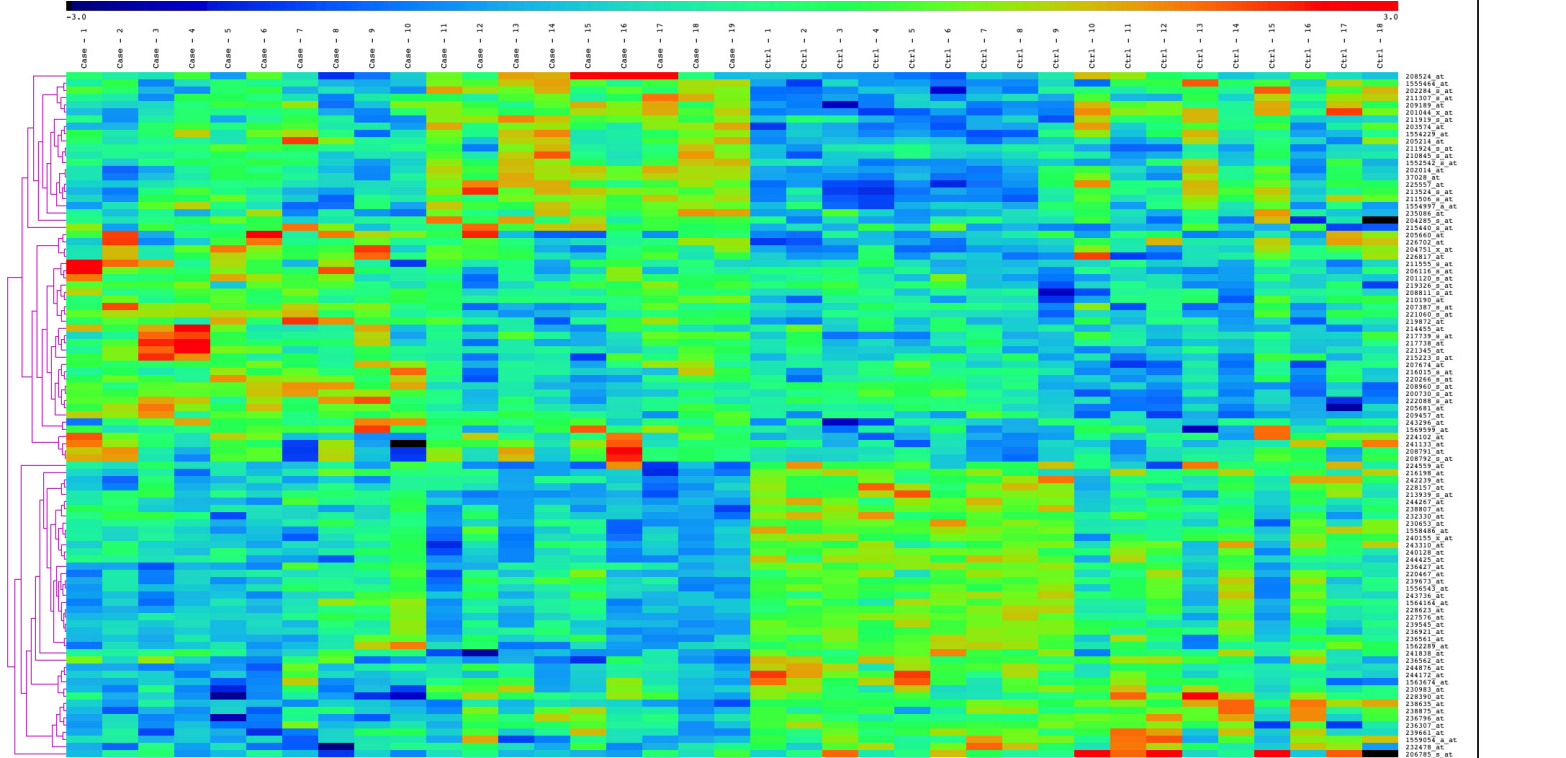
**Hierarchical clustering of differentially regulated genes in the setting of PAD**. Clustering was performed using hierarchical clustering algorithm with Euclidean distance and average linkage clustering method.

### Validation using real-time PCR

To validate our findings from gene expression analysis, we performed real-time PCR of the Syntaxin 11 (*STX11)*, a gene not previously associated with PAD. *STX11 *is a component of t-SNARE complex and involved in endocytic vesicular transport, regulate protein transport among late endosomes and the trans-Golgi network and may have functional or regulatory role in vascular diseases. RNA derived from PAD and control samples was converted to cDNA by reverse transcription using Transcriptor First Strand cDNA Synthesis kit (Roche, OH, USA) and used immediately for real-time PCR. The FASTA sequence of each gene of interest was obtained using NCBI nucleotide search to design the primers http://www.ncbi.nlm.nih.gov/nuccore. This FASTA sequence was used as query to search in NCBI Primer BLAST http://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastHome. Primers pairs were selected based on primer length (18-30 bp), GC content, melting temperature (T_m _= 59-60°C), and product size. Primers were selected that scan exon-exon junctions. BLAST was used to check the specificity of primers to the gene of interest. PAGE-purified oligos (Integrated DNA Technologies, IA, USA) were used for real-time PCR. Primer sequences are available from the corresponding author upon request. Real-time PCR assay was performed using the LightCycler 480 instrument (Roche) and the LightCycler 480 SYBR Green I Master kit and protocol. Each sample was assayed in duplicate for the genes of interest as well as ß-actin (*ACTB*) as a housekeeping gene for normalization. Samples were assayed in 384-well plates with a 20 μL reaction volume. (10 uL master mix (FastStart Taq DNA polymerase, reaction buffer, dNTPs, SYBR Green I dye, and MgCl_2_), 3uL PCR-grade water, 1 uL each 2 nM primer, and 5 uL (32 ng) cDNA template. Raw Cp values were calculated using the Abs Quant/2^nd ^derivative max option in Roche's LightCycler 480 software (release 1.5.0 SP3).

### Functional annotation of differentially regulated genes using *in-silico *approach

To assess the functional repertoire of differentially expressed genes we adopted a multi-tiered bioinformatics annotation pipeline with functional enrichment calculations, pathway and molecular event analysis, biological network analysis and biocuration. Statistically significant genes and annotations were used as pointers to perform literature curation to derive biological role of genes differentially regulated in the setting of PAD. Preliminary functional annotations of differentially regulated genes were derived using BioGPS [21].

GO term enrichment analysis was performed using DAVID v6.7 [22,23]. As no single annotation resource provides information about all available biological pathways, we used two different pathway databases (Reactome v36.2 [24] and Kyoto Encyclopedia of Genes and Genomes (KEGG) [25]) to identify the biological pathways mediated by differentially expressed genes. Reactome based pathway enrichment analysis was performed using Reactome Pathway Analysis tool http://www.reactome.org/ReactomeGWT/entrypoint.html#PathwayAnalysisDataUploadPage. This two-fold approach was useful in finding several relevant pathways from two different pathway analyses. Ingenuity Pathway Analysis^® ^suite (IPA v9.0 - 3211, http://www.ingenuity.com) was used to understand functional networks involved in the gene sets. IPA-Tox^®^, a data analysis routine within IPA that assess potential toxicity with various compounds using toxicogenomics data was also used to interpret the functional context of differentially regulated genes. Finally, to understand the functional context and biological significance of differentially expressed genes relevant to PAD, scientific literature was curated using Gene Related InFormation (GeneRIF http://www.ncbi.nlm.nih.gov/projects/GeneRIF) and 'related articles by PubMed' in the 'Entrez Gene' http://www.ncbi.nlm.nih.gov/gene page.

## Results

Patient characteristics are summarized in Table 1. The PBMC from patients with PAD differentially expressed 87 genes involved in immune response, inflammation, phosphorylation, signal transduction, platelet aggregation, vitamin metabolism, hemostasis, oxidative stress and transcriptional regulation.

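Gene expression was measured in PBMC from 19 patients with PAD (ankle brachial index of 0.9 or less) and 18 controls (index above 1.0), with 1 array per person. From each sample 100 ng of total RNA was amplified and labelled in 2 cycles and hybridized to an Affymetrix HG-U133 Plus 2.0 array. The authors normalized and summarized the arrays by RMA in GeneSpring GX and subtracted from each probe set its median over all arrays. The deposited values are these centred log2 values, and the median of each probe set over the 37 arrays is 0. They hold differences between arrays but no level of expression, so the methods' filter on low expression was not applied, and signal over background is not known. The number of arrays limits the precision. After 62 control probe sets and 94 probe sets of sex-linked transcripts were left out, 54519 probe sets were tested.

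The labels assign 9 PAD and 9 control arrays to a discovery set and 10 PAD and 9 control arrays to a validation set, a division that the paper's text does not describe. Between the 2 sets, 37103 probe sets (68.1%) differed at an adjusted p under 0.05 with condition in the limma fit, and the first principal component, with 57.5% of the variance, separated the sets. Differences between PAD and control are therefore given over all arrays, within each set, and with the set as a covariate (set-adjusted). The test for single probe sets was limma with a fold change of 1.5 and a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested. The methods' own steps were also run, with a fold change of 1.5, the exact two-sided Mann-Whitney test, and adjustment over the 403 probe sets past the fold change only (fold-filtered Mann-Whitney test). Gene lists were fixed before the deposited values were examined but after the paper's tables had been seen. Many of them hold genes of Table 2, so they are not wholly independent of it. They were scored in each array as the mean of their genes' log2 values, each relative to its mean over all arrays. The scores were compared by a two-sided permutation test adjusted over 28 lists. Counts of a list's genes in limma are at an adjusted p under 0.05 and any fold change, so they are not to be set against the counts of all genes. Control replicate 18, of the validation set, stood apart from the others in the 3' to 5' signal difference of GAPDH and ACTB, a sign of RNA or labelling quality, and counts are also given without it. Within sets the ACTB difference itself differed between PAD and control by -0.46 (permutation test, p = 0.00308), and without control replicate 18 by -0.24 (p = 0.00835).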

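At the level of genes, BEX4 and GASK1B (FAM198B in the paper) were the 2 of 19002 genes that passed limma over all arrays, both higher in PAD. For each gene the probe set with the largest interquartile range was used. BEX4 had a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.0319 over genes) and was above the control median in 19 of 19 PAD arrays. GASK1B, which encodes a Golgi-associated kinase homologue, had a log2 fold change that rounds to the same value and was above that median in 18 of 19. With the set as a covariate 71 genes passed, 42 higher and 29 lower. In the discovery set alone 54 genes passed, 41 higher and 13 lower, and in the validation set alone 296 passed, 54 higher and 242 lower. Without control replicate 18 the count over all arrays was 0, with 80 genes at an unadjusted p under 0.05 and a fold change of 1.5, and the set-adjusted count was 72. The probe sets passing the fold-filtered Mann-Whitney test carried 44 distinct gene symbols among those higher in PAD and 14 among those lower, while 5 higher and 27 lower probe sets had no symbol or several in the annotation used.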

**Table 1:** Sample characteristics

Characteristic	Samples		*P-value*
	
	Cases (n = 19)	Controls (n = 18)	
Age, years	69.57 ± 9.18	66.88 ± 9.44	0.54

Men, %	13 (68%)	13 (72%)	0.99

Ever smoker, %	17 (89%)	12 (66%)	0.15

BMI, kg⋅m^-2^	28.53 ± 5.25	30.6 ± 5.99	0.27

Systolic BP, mm Hg	139.2 ± 23.27	132.4 ± 20.1	0.47

Diastolic BP, mm Hg	74.2 ± 11.66	80.1 ± 12.3	0.15

HDL cholesterol, mg/dl	44.12 ± 8.59	49.7 ± 15	0.38

Hypertension, %	17 (89.4%)	13 (72%)	0.18

Diabetes, %	5 (26%)	4 (22%)	0.69

Lipid-lowering medication, %	11 (57%)	12(66%)	0.85

Ankle-brachial index	0.48 ± 0.20	1.12 ± 0.07	<0.001

WBC count, μL	8.03 ± 2.34	7.26 ± 1.10	0.18

Values are expressed as either 'mean ± standard deviation' or as 'n (%)'

### Differentially expressed genes

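The probe set with the smallest p in limma was that of TMEM267 (C5orf28 in the paper), which was lower in PAD, with a log2 fold change of -1.02 (standard error 0.14, adjusted p = 0.000717) and all 19 PAD arrays below the control median. It fell by 1.11 in the discovery set and by 0.95 in the validation set. TMEM267 has 3 probe sets. At the level of genes, where the most variable probe set stands for each gene, 0 genes passed limma as lower over all arrays. TMEM267 therefore did not pass there. In all, 4 probe sets passed limma over all arrays, 3 higher and 1 lower, and each of the 4 is in Table 2. The 3 higher were those of BEX4, of GASK1B and of CREBRF. By the fold-filtered Mann-Whitney test 98 probe sets passed, 56 higher and 42 lower, among them all 95 of Table 2. The 3 others were a probe set of CXCL11, an interferon-induced chemokine, with a log2 fold change of 0.60 (adjusted p = 0.0469), one of STEAP4, a metalloreductase, with 0.73 (adjusted p = 0.0247), and one without a symbol, with -0.71 (adjusted p = 0.0469); these 3 were named after their values were seen. Adjusted over all probe sets tested, 3 passed the Mann-Whitney test, and 207 of the 403 past the fold change had an unadjusted p under 0.05.

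The 54 probe sets of Table 2 reported as upregulated had a median log2 fold change of 0.73, and those reported as downregulated, 41 in number, a median of -0.70. In the discovery set the medians were 0.73 and -0.39, and in the validation set 0.72 and -1.03. These probe sets were picked on all arrays together, so their direction within each set is in part fixed by that choice. It was the stated one for 54 of 54 higher probe sets in both sets, and for 38 of 41 lower ones in the discovery set and 41 of 41 in the validation set. For 3 of the 41 lower probe sets, and for 0 of the higher ones, the difference between the sets passed limma's interaction test. With the set as a covariate 242 probe sets passed limma, 74 higher and 168 lower, of which 79 are in Table 2. The count was 83 in the discovery set alone and 1362 in the validation set alone, and 2 probe sets, those of TMEM267 and BCL2A1, passed in both in the same direction. Without control replicate 18, 3 probe sets passed limma and 66 the fold-filtered Mann-Whitney test, 60 of them in Table 2.

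**Figure D1:**
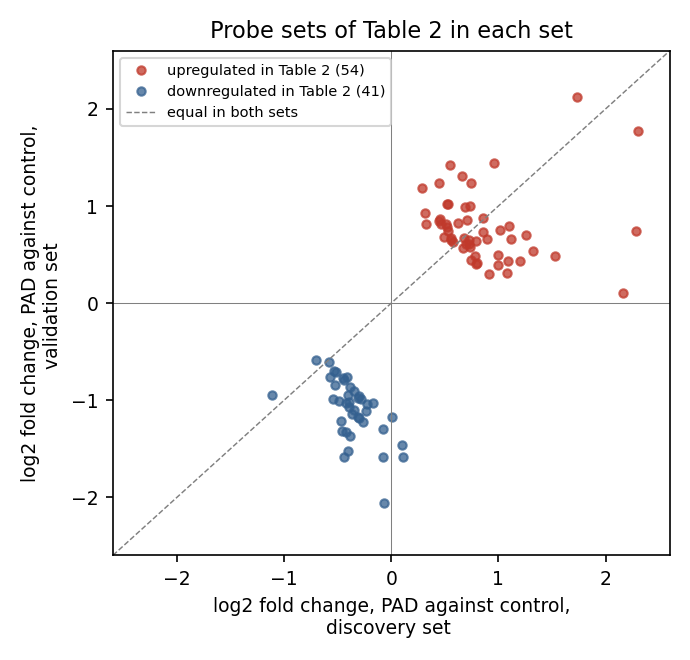
Log2 fold change between PAD and control of each probe set of Table 2 in the discovery set (horizontal axis) and in the validation set (vertical axis), with upregulated probe sets in red, downregulated probe sets in blue and the line of equal values dashed. The 54 red points lie above 0 in both sets. The median of the blue points lies nearer 0 in the discovery set, at -0.39, than in the validation set, at -1.03.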

Based on the comparisons of cases and controls, after initial data filtering and at a 1.5 fold change, 95 probes were differentially expressed (*P < 0.05; *) (Table 2). A subset of probes was not annotated in Affymetrix annotation files. We obtained enhanced probe mapping by combining results from multiple probe mapping tools AILUN [26], BioMart [27] and GATExplorer [28]. Final probe mapping was performed using the union of mapped results obtained from these methods. NCBI-Gene and UCSC genome browser [29] were also consulted for annotation and integration of probe and gene related information. Statistically significant probes, mapped genes, *P-value*, fold change absolute (FCA) and directions of expression (regulation) are summarized in Table 2. Ten downregulated probes were not mapped to a valid gene using the probe mapping approach that we employed and were manually mapped using Ensembl v58 annotations [30]. For example probe "241838_at" (FCA 1.53) was not mapped to a valid gene using our probe mapping strategy but using Ensembl v58 [30] the probe was mapped to a non-coding transcript RP1-167A14.2. 

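This probe set, which has no gene symbol in the annotation used here, was lower in PAD, with a log2 fold change of -0.62 (standard error 0.19), and 17 of 19 PAD arrays lay below the control median. Its value relative to the median of all arrays was -0.31 ± 0.61 (SD, n = 19) in PAD and 0.31 ± 0.61 (SD, n = 18) in the controls. It passed the fold-filtered Mann-Whitney test (adjusted p = 0.0332) and the set-adjusted limma fit (adjusted p = 0.00797) but not limma over all arrays (adjusted p = 0.295). The difference was -0.70 in the discovery set and -0.59 in the validation set.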

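For the Table 2 probe set that maps to no known gene, the log2 fold change was -0.61 (standard error 0.16) and 18 of 19 PAD arrays lay below the control median. Adjusted p was 0.0136 by the fold-filtered Mann-Whitney test, 0.017 in the set-adjusted limma fit and 0.168 in limma over all arrays. Within the sets the log2 difference was -0.53 (discovery) and -0.70 (validation).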

One probe "243310_at" could not be mapped to any known gene using the probe mapping databases or Ensembl annotations.

**Table 2:** Differentially expressed probes/genes in the setting of peripheral arterial disease

Upregulated Probe ID	Gene name (HUGO)	Gene symbol	*P-value*	FCA
219326_s_at	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 2	*B3GNT2*	0.032	1.53
205681_at	BCL2-related protein A1	*BCL2A1*	0.008	1.73
215440_s_at	brain expressed, X-linked 4	*BEX4*	0.004	1.50
1554229_at	chromosome 5 open reading frame 41	*C5orf41*	0.004	1.51
202284_s_at	cyclin-dependent kinase inhibitor 1A (p21, Cip1)	*CDKN1A*	0.024	1.62
208791_at	clusterin	*CLU*	0.029	1.84
208792_s_at	clusterin	*CLU*	0.038	1.83
226702_at	cytidine monophosphate (UMP-CMP) kinase 2, mitochondrial	*CMPK2*	0.039	1.54
225557_at	cysteine-serine-rich nuclear protein 1	*CSRNP1*	0.032	1.57
211919_s_at	chemokine (C-X-C motif) receptor 4	*CXCR4*	0.039	1.59
208811_s_at	DnaJ (Hsp40) homolog, subfamily B, member 6	*DNAJB6*	0.004	1.53
204751_x_at	desmocollin 2	*DSC2*	0.007	1.68
226817_at	desmocollin 2	*DSC2*	0.007	1.99
201044_x_at	dual specificity phosphatase 1	*DUSP1*	0.043	1.94
209457_at	dual specificity phosphatase 5	*DUSP5*	0.008	1.56
219872_at	family with sequence similarity 198, member B	*FAM198B*	0.003	1.51
207674_at	Fc fragment of IgA, receptor for	*FCAR*	0.012	1.99
211307_s_at	Fc fragment of IgA, receptor for	*FCAR*	0.012	1.72
221345_at	free fatty acid receptor 2	*FFAR2*	0.007	2.34
209189_at	FBJ murine osteosarcoma viral oncogene homolog	*FOS*	0.01	1.70
213524_s_at	G0/G1switch 2	*G0S2*	0.024	3.90
207387_s_at	glycerol kinase	*GK*	0.035	1.61
208524_at	G protein-coupled receptor 15	*GPR15*	0.024	1.66
211555_s_at	guanylate cyclase 1, soluble, beta 3	*GUCY1B3*	0.011	1.59
214455_at	histone cluster 1, H2bg	*HIST1H2BG*	0.041	1.88
1555464_at	interferon induced with helicase C domain 1	*IFIH1*	0.026	1.55
211506_s_at	interleukin 8	*IL8*	0.022	3.69
220266_s_at	Kruppel-like factor 4 (gut)	*KLF4*	0.034	1.61
208960_s_at	Kruppel-like factor 6	*KLF6*	0.038	1.88
217738_at	nicotinamide phosphoribosyltransferase	*NAMPT*	0.027	1.73
217739_s_at	nicotinamide phosphoribosyltransferase	*NAMPT*	0.021	1.80
243296_at	nicotinamide phosphoribosyltransferase	*NAMPT*	0.008	2.00
203574_at	nuclear factor, interleukin 3 regulated	*NFIL3*	0.008	1.55
216015_s_at	NLR family, pyrin domain containing 3	*NLRP3*	0.041	1.52
205660_at	2'-5'-oligoadenylate synthetase-like	*OASL*	0.035	1.50
224102_at	purinergic receptor P2Y, G-protein coupled, 12	*P2RY12*	0.022	1.56
201120_s_at	progesterone receptor membrane component 1	*PGRMC1*	0.008	1.54
210845_s_at	plasminogen activator, urokinase receptor	*PLAUR*	0.004	1.60
211924_s_at	plasminogen activator, urokinase receptor	*PLAUR*	0.004	1.76
204285_s_at	phorbol-12-myristate-13-acetate-induced protein 1	*PMAIP1*	0.005	1.52
202014_at	protein phosphatase 1, regulatory (inhibitor) subunit 15A	*PPP1R15A*	0.012	1.96
37028_at	protein phosphatase 1, regulatory (inhibitor) subunit 15A	*PPP1R15A*	0.008	1.87
1554997_a_at	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)	*PTGS2*	0.025	2.77
200730_s_at	protein tyrosine phosphatase type IVA, member 1	*PTP4A1*	0.03	1.62
1569599_at	SAM domain, SH3 domain and nuclear localization signals 1	*SAMSN1*	0.006	1.72
222088_s_at	solute carrier family 2 (facilitated glucose transporter), member 14	*SLC2A14*	0.033	1.56
215223_s_at	superoxide dismutase 2, mitochondrial	*SOD2*	0.038	1.57
205214_at	serine/threonine kinase 17b	*STK17B*	0.004	1.60
210190_at	syntaxin 11	*STX11*	0.003	1.65
1552542_s_at	T-cell activation RhoGTPase activating protein	*TAGAP*	0.004	1.66
235086_at	thrombospondin 1	*THBS1*	0.038	2.12
221060_s_at	toll-like receptor 4	*TLR4*	0.025	1.82
206116_s_at	tropomyosin 1 (alpha)	*TPM1*	0.013	1.58
241133_at	T cell receptor beta constant 1	*TRBC1*	0.048	1.91

**Downregulated Probe ID**	**Gene name (HUGO)**	**Gene name**	***P-value***	**FCA**
239661_at	AF4/FMR2 family, member 1	*AFF1*	0.022	1.63
220467_at	--	*AL590452.1*	0.043	1.56
236921_at	*--*	*AL592494.5*	0.027	1.64
238807_at	ankyrin repeat domain 46	*ANKRD46*	0.038	1.53
216198_at	activating transcription factor 7 interacting protein	*ATF7IP*	0.026	1.50
236307_at	BTB and CNC homology 1, basic leucine zipper transcription factor 2	*BACH2*	0.039	2.11
236796_at	BTB and CNC homology 1, basic leucine zipper transcription factor 2	*BACH2*	0.015	1.70
244172_at	B-cell linker	*BLNK*	0.043	1.78
227576_at	BMP2 inducible kinase-like	*BMP2KL*	0.048	1.83
244425_at	chromosome 14 open reading frame 43	*C14orf43*	0.03	1.65
238635_at	chromosome 5 open reading frame 28	*C5orf28*	0.00E+00	2.03
232330_at	chromosome 7 open reading frame 44	*C7orf44*	0.046	1.58
239545_at	CAS1 domain containing 1	*CASD1*	0.024	1.64
1564164_at	DENN/MADD domain containing 1B	*DENND1B*	0.048	1.53
230653_at	DIS3 mitotic control homolog (S. cerevisiae)-like 2	*DIS3L2*	0.039	1.77
244876_at	early B-cell factor 1	*EBF1*	0.034	1.50
230983_at	family with sequence similarity 129, member C	*FAM129C*	0.043	1.63
1563674_at	Fc receptor-like 2	*FCRL2*	0.041	1.68
228623_at	FTX transcript, XIST regulator (non-protein coding)	*FTX*	0.048	1.82
1562289_at	G protein-coupled receptor 141	*GPR141*	0.036	1.66
206785_s_at	killer cell lectin-like receptor subfamily C, member 1	*KLRC1*	0.035	1.69
224559_at	metastasis associated lung adenocarcinoma transcript 1 (non-protein coding)	*MALAT1*	0.032	1.68
243736_at	methyltransferase like 15	*METT5D1*	0.034	1.59
232478_at	MIR181A2 host gene (non-protein coding)	*MIR181A2HG*	0.021	1.52
228623_at	FTX transcript, XIST regulator (non-protein coding)	*FTX*	0.048	1.82
243310_at	--	*--*	0.017	1.52
239673_at	nuclear receptor subfamily 3, group C, member 2	*NR3C2*	0.037	1.94
240128_at	5'-nucleotidase, cytosolic III	*NT5C3*	0.03	1.57
1559054_a_at	protein phosphatase 1, regulatory (inhibitor) subunit 7	*PPP1R7*	0.004	1.60
238875_at	RANBP2-like and GRIP domain containing 1	*RGPD1*	0.026	1.50
241838_at	--	*RP1-167A14.2*	0.034	1.54
242239_at	--	*RP11-139J15.3*	0.008	1.55
228390_at	--	*RP11-659G9.3001*	0.033	1.57
213939_s_at	RUN and FYVE domain containing 3	*RUFY3*	0.035	1.50
244267_at	SATB homeobox 1	*SATB1*	0.025	1.81
236561_at	transforming growth factor, beta receptor 1	*TGFBR1*	0.033	1.66
236427_at	WW domain containing oxidoreductase	*WWOX*	0.035	1.61
1556543_at	zinc finger, CCHC domain containing 7	*ZCCHC7*	0.041	1.68
228157_at	zinc finger protein 207	*ZNF207*	0.027	2.01
236562_at	zinc finger protein 439	*ZNF439*	0.015	1.51
240155_x_at	zinc finger protein 479	*ZNF479*	0.012	1.52
1558486_at	zinc finger protein 493	*ZNF493*	0.012	1.53

FCA = Fold change absolute

-- = HUGO Gene Nomenclature Committee (HGNC) assigned unique gene name is not available

### Real-time quantitative PCR analysis

The raw data (Cp values) were read in the R software (version 2.12.0) and the non-parametric Mann-Whitney unpaired test was used for analyzing the target gene *STX11 *in reference to the housekeeping gene *ACTB*. Cp values of *ACTB *were used for normalization. Using RT-qPCR, *STX11 *was successfully amplified and confirmed to have significant differential expression (*P *= 0.036).

### *In-silico *analysis of differentially expressed genes

The differentially expressed genes were analyzed using a bioinformatics pipeline to understand the functional role of the genes. A flow-chart of the multi-tiered bioinformatics approach is provided in Figure 2. Multiple resources were integrated in the pipeline to provide a cohesive view of biological functions and pathways associated with the differentially expressed genes. Results from enrichment analysis using GO terms (Tables 3 and 4), pathway analysis using KEGG pathways (Table 5) and enrichment analysis of molecular event analysis using Reactome annotations (Table 6) are provided. Interactions within the differentially regulated genes were identified using biological network analysis utilities in IPA (Tables 7 and 8). Brief description of methodology and results from various approaches are provided.

**Figure 2:**
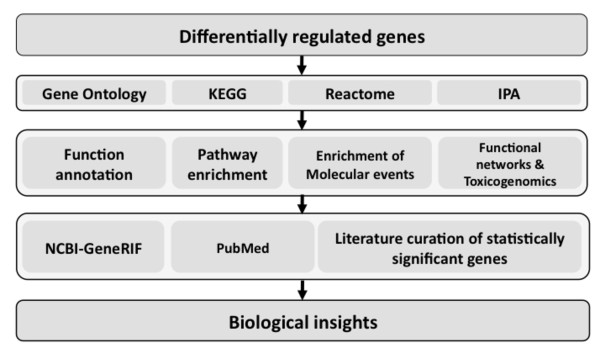
**Bioinformatics pipeline used for the biological interpretation of differentially expressed genes**.

**Table 3:** Statistically significant GO terms derived from upregulated genes

Gene Ontology ID: Term	*P-value*
**Biological process** *See *Additional file 1*: Table S1* **Cellular component**	

GO:0005886: plasma membrane	0.043

**Molecular function**	

GO:0003690: double-stranded DNA binding	0.034

GO:0004725: protein tyrosine phosphatase activity	0.040

GO:0033549: MAP kinase phosphatase activity	0.040

GO:0017017: MAP kinase tyrosine/serine/threonine phosphatase activity	0.040

**Table 4:** Statistically significant GO terms derived from downregulated genes

Gene Ontology ID: Term	*P-value*
**Molecular function**	

GO:0006355: regulation of transcription, DNA-dependent	0.000

GO:0051252: regulation of RNA metabolic process	0.000

GO:0045449: regulation of transcription	0.000

GO:0006350: transcription	0.004

GO:0045941: positive regulation of transcription	0.042

GO:0010628: positive regulation of gene expression	0.045

**Biological process**	

GO:0003677: DNA binding	0.001

GO:0030528: transcription regulator activity	0.001

GO:0003700: transcription factor activity	0.002

GO:0046914: transition metal ion binding	0.040

GO:0008270: zinc ion binding	0.043

GO:0046983: protein dimerization activity	0.049

**Table 5:** KEGG Pathway enrichment analysis results

KEGG ID	Pathway Name	*P-value*
**KEGG Pathways mediated by upregulated genes**		

path:05219	Bladder cancer	0.000

path:05144	Malaria	0.000

path:04115	p53 signaling pathway	0.000

path:05140	Leishmaniasis	0.001

path:05164	Influenza A	0.001

path:05323	Rheumatoid arthritis	0.001

path:04620	Toll-like receptor signaling pathway	0.001

path:05142	Chagas disease (American trypanosomiasis)	0.001

path:04145	Phagosome	0.005

path:05200	Pathways in cancer	0.005

path:04621	NOD-like receptor signaling pathway	0.007

path:04622	RIG-I-like receptor signaling pathway	0.010

path:04010	MAPK signaling pathway	0.021

path:05146	Amoebiasis	0.022

path:00533	Glycosaminoglycan biosynthesis - keratan sulfate	0.032

path:05162	Measles	0.034

path:05160	Hepatitis C	0.034

**KEGG Pathways mediated by downregulated genes**		

path:04380	Osteoclast differentiation	0.016

path:00760	Nicotinate and nicotinamide metabolism	0.037

**Table 6:** Reactome molecular events enriched in upregulated genes

Reactome Pathway	*P-value*
Platelet Activation	0.011

Formation of Platelet plug	0.015

Exocytosis of platelet alpha granule contents	0.016

Metabolism of water-soluble vitamins and cofactors	0.017

Chemokine receptors bind chemokines	0.021

Metabolism of vitamins and cofactors	0.022

Liganded Gi-activating GPCR acts as a GEF for Gi	0.023

The Ligand:GPCR:Gi complex dissociates	0.023

Liganded Gi-activating GPCRs bind inactive heterotrimeric G-protein Gi	0.023

NFkB and MAP kinases activation mediated by TLR4 signaling repertoire	0.025

Hemostasis	0.027

MyD88-independent cascade initiated on plasma membrane	0.028

G alpha (i) signalling events	0.029

Class A/1 (Rhodopsin-like receptors)	0.030

Toll Like Receptor 10 (TLR10) Cascade	0.033

Toll Like Receptor 5 (TLR5) Cascade	0.033

MyD88 cascade initiated on plasma membrane	0.033

MyD88:Mal cascade initiated on plasma membrane	0.035

Toll Like Receptor TLR1:TLR2 Cascade	0.035

Toll Like Receptor TLR6:TLR2 Cascade	0.035

Toll Like Receptor 2 Cascade	0.035

Activated TLR4 signalling	0.040

Platelet degranulation	0.041

Toll Like Receptor 4 (TLR4) Cascade	0.042

Response to elevated platelet cytosolic Ca2+	0.046

**Table 7:** Biological networks derived using IPA network analysis

Top networks derived using upregulated genes	
**Associated functional network**	**Score**

Cell Death, Renal Necrosis/Cell Death, Cancer	39

Cardiovascular Disease, Hematological Disease, Infection Mechanism	24

Inflammatory Response, Embryonic Development, Cell-To-Cell Signaling and Interaction	21

Neurological Disease, RNA Post-Transcriptional Modification	2

Cardiovascular Disease, Genetic Disorder, Cellular Function and Maintenance	2

**Top networks derived using downregulated genes**	

Cellular Development, Cellular Assembly and Organization, Cell Cycle	13

Genetic Disorder, Ophthalmic Disease, Nervous System Development and Function	3

Embryonic Development, Gene Expression, Protein Trafficking	3

Cellular Assembly and Organization, Cell Morphology, Cellular Function and Maintenance	2

**Table 8:** Toxicity functions derived from IPA network analysis

Top Tox lists derived from upregulated genes	
**Name**	***P-value***

Renal Necrosis/Cell Death	0.000

Liver Necrosis/Cell Death	0.000

Increases Renal Proliferation	0.001

Oxidative Stress	0.001

Cardiac Necrosis/Cell Death	0.002

### GO terms associated with differentially expressed genes

GO enrichment analysis was performed using GO Fat (collection of broadest GO terms curated from GO annotations dataset) based annotations using DAVID [23,31]. The background was defined as the 'Human Genome U133 Plus 2' annotation and the differentially expressed genes from the study were input for assessing the enrichment. The upregulated and downregulated probe set identifiers were used as input and enrichment was analyzed separately and the results provided for the significantly enriched terms using Fisher's exact test using the EASE modification (*P < 0.05*) and multiple testing correction was performed using Benjamini-Hochberg FDR method. The *P-value *for each GO term reflects the enrichment in frequency of that GO term in the input entity list (differentially regulated probe set identifiers) relative to all entities in the background list (probe identifiers in Human Genome U133 Plus 2).

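Early response genes, the transcription factors and feedback regulators that leukocytes induce within minutes of a stimulus, had higher scores in PAD. The score over 38 measured genes was 0.22 ± 0.59 (SD, n = 19) in PAD and -0.23 ± 0.42 (SD, n = 18) in the controls, and 16 of 19 PAD arrays lay above the control median (permutation test, adjusted p = 0.0332). The difference was 0.59 in the discovery set and 0.36 in the validation set. The adjustment of the permutation test also counts the lists the paper chose on these arrays. With those lists left out of the adjustment, the early response score did not reach an adjusted p under 0.05 over all arrays (permutation test, unadjusted p = 0.0107). None of the 38 genes passed limma over all genes and 13 were higher when adjusted over the list alone, with 13 and 26 in the set-adjusted fit. Among them FOS had a log2 fold change of 0.76 (set-adjusted p = 0.00496), JUNB of 0.52 (set-adjusted p = 0.00605) and ZFP36, which destabilizes cytokine mRNA, of 0.46 (set-adjusted p = 0.0115), with limma adjusted p over all arrays of 0.131 for FOS and 0.0853 for the others.

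Inflammatory cytokines and chemokines rose as a list as well. Their score over 27 genes was 0.26 ± 0.65 (SD, n = 19) in PAD and -0.27 ± 0.34 (SD, n = 18) in the controls (permutation test, adjusted p = 0.00832), with 18 of 19 PAD arrays above the control median and differences of 0.77 and 0.33 in the discovery and validation sets. For this score the highest PAD array of the discovery set lay apart from the rest. None of these genes passed limma over all arrays, also when adjusted over the list alone. In the set-adjusted fit 5 were higher, and 12 when adjusted over the list alone. PTGS2, the inducible cyclooxygenase, had a log2 fold change of 1.44 (set-adjusted p = 0.0112) and OSM, a cytokine of the interleukin-6 family, of 0.99 (set-adjusted p = 0.0346). With limma's camera and an estimated correlation the adjusted p was 0.00683 for the early response genes and 0.0146 for the cytokines. Of the lists' genes, 6 early response genes and 2 cytokines are in Table 2 and were picked from these arrays. Without those 6 the early response score differed by 0.38, with 12 of 19 PAD arrays above the control median, and did not pass over all arrays (permutation test, p = 0.0655 adjusted over 6 such lists), while it passed within sets (adjusted p = 0.00027). Without those 2 the cytokine score passed (adjusted p = 0.00408).

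Interferon-induced genes of the antiviral response were scored over 38 genes at 0.19 ± 0.55 (SD, n = 19) in PAD and -0.20 ± 0.23 (SD, n = 18) in the controls (permutation test, adjusted p = 0.0246). The difference was 0.21 in the discovery set (exact permutation test, unadjusted p = 0.249, not passing) and 0.55 in the validation set (exact permutation test, adjusted p = 0.00649), and the difference between the sets did not pass the test (adjusted p = 0.627, residual permutation). In the discovery set the highest PAD array lay apart from the rest. By camera with an estimated correlation the list passed without the set in the fit (adjusted p = 0.0281) and not with it (adjusted p = 0.109). None of the genes passed limma over all genes, and 14 were higher when adjusted over the list alone. LY6E had a log2 fold change of 0.50, with 18 of 19 PAD arrays above the control median, IFIH1, a sensor of viral RNA, of 0.63, and OASL of 0.59, with limma adjusted p of 0.121, 0.275 and 0.281.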

Among different GO terms of upregulated genes, several enriched terms in 'biological process' (Table 3 and Additional file 1: Table S1) categories were related to molecular mechanisms associated with inflammation (inflammatory response; response to protein stimulus, response to organic substance, cytokine activity); immune response (defense response, regulation of response to external stimulus), cell death (induction of apoptosis by extracellular signals, regulation of cell proliferation, positive regulation of anti-apoptosis, regulation of apoptosis) and stress response (response to oxidative stress, response to reactive oxygen species, response to hyperoxia). Other important biological processes mediated by upregulated genes were regulation of peptidase activity, caspase activity and endopeptidase activity. A visual summary of GO identifiers associated with upregulated genes (Figure 3) were created using REVIGO [32]. 

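The list of dual specificity and PTP4A phosphatases, many of which switch off MAP kinases, also holds PPP1R15A and PPP1R15B, which are regulators of a phosphatase. Over 33 genes the score was 0.086 ± 0.12 (SD, n = 19) in PAD and -0.090 ± 0.12 (SD, n = 18) in the controls. In 16 of 19 PAD arrays it lay above the control median (permutation test, adjusted p = 0.00084), with differences of 0.21 in the discovery set and 0.14 in the validation set. Of these genes 25 had a higher and 8 a lower mean in PAD. None passed limma over all genes, 5 were higher when adjusted over the list alone, and 4 were higher in the set-adjusted fit. The score was carried by few members, since the median log2 fold change of the list was 0.061. PPP1R15B, which targets a phosphatase to the phosphorylated translation initiation factor, had a log2 fold change of 0.34 (limma adjusted p = 0.338, set-adjusted p = 0.075). The adjusted p was 0.00235 by camera with an estimated correlation, and 4 of the list's genes are in Table 2, picked on these arrays. Without those 4 the score difference was 0.088 and did not pass over all arrays (permutation test, p = 0.39 adjusted over 13 lists without their Table 2 genes), though it passed within sets (adjusted p = 0.0091).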

Molecular functions of the upregulated genes included phosphatase activity. GO terms associated with downregulated genes were enriched for various terms related to transcriptional regulation. These results indicate that the PBMC, in the setting of PAD, differentially express genes involved in inflammation, immune response, apoptosis, molecular specific functions mediated by peptidase, caspase and stress response related pathways. 

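Zinc finger genes named ZNF, many of which encode transcriptional repressors, leaned towards lower values in PAD. Of 424 such genes measured, 287 had a lower and 137 a higher mean in PAD, with a median log2 fold change of -0.054. Their score differed by -0.067 (permutation test, adjusted p = 0.106), by -0.066 in the discovery set and by -0.075 in the validation set, and passed the test with permutation within sets (adjusted p = 0.0222). It was -0.033 ± 0.11 (SD, n = 19) in PAD and 0.035 ± 0.095 (SD, n = 18) in the controls. By camera with an estimated correlation the list passed without the set in the fit (adjusted p = 0.0109) and not with it (adjusted p = 0.0732). At any fold change none passed limma over all genes, 5 were lower when adjusted over the list alone, and 16 were lower in the set-adjusted fit. ZNF439 had a log2 fold change of -0.60, ZNF600 of -0.56 and ZNF879 of -0.38, with set-adjusted p of 0.00797, 0.02 and 0.011. Without the 3 genes that are in Table 2 the score difference was -0.065, which did not pass within sets (permutation test, p = 0.0524 adjusted over 13 lists without their Table 2 genes). The Table 2 probe set of ZNF493 had a log2 fold change of -0.62 (limma adjusted p = 0.121), and another, which the paper maps to ZNF479 and the annotation used here to ZNF493, of -0.61 (limma adjusted p = 0.131), both with a set-adjusted p of 0.00442.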

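Regulators of apoptosis had a score of 0.10 ± 0.29 (SD, n = 19) in PAD and -0.11 ± 0.30 (SD, n = 18) in the controls over 40 genes, with 16 of 19 PAD arrays above the control median. The permutation test over all arrays gave an adjusted p of 0.0854 and that within sets an adjusted p of 3.5e-05, with differences of 0.19 in the discovery set and 0.20 in the validation set. Camera with an estimated correlation gave an adjusted p of 0.279. The median log2 fold change was 0.054, with 24 genes higher and 16 lower in mean. None passed limma over all genes, 7 were higher when adjusted over the list alone, and 8 were higher in the set-adjusted fit. The list holds 8 genes of Table 2 that were picked on these arrays. Without those 8 the score difference was 0.046 and did not pass over all arrays (permutation test, p = 0.934 adjusted over 13 lists without their Table 2 genes) or within sets (adjusted p = 0.599). The higher genes were of opposed function. Among them were BCL2A1, a survival gene of the BCL2 family, with a log2 fold change of 0.79 (set-adjusted p = 0.00242), and STK17B, a kinase linked to cell death, with 0.68 (set-adjusted p = 0.00607). PMAIP1, which promotes cell death, had a log2 fold change of 0.60 (set-adjusted p = 0.00946), with 19 of 19 PAD arrays above the control median. For the score and for BCL2A1, 1 control array of the validation set lay apart from the rest. Without control replicate 18 the adjusted p within sets was 5.6e-05.

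Markers of the cell types in a PBMC preparation were scored beside these lists. Over all arrays none of the 7 cell type lists passed the permutation test. The differences of platelet, neutrophil, monocyte and erythroid markers were positive in both sets, those of T and NK cell markers negative in both, and that of B cell markers positive in the discovery and negative in the validation set. The paper reads its enriched terms as a sign that PBMC in PAD differ in genes of inflammation, immune response, apoptosis, peptidase and caspase functions and stress response.

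**Figure D2:**
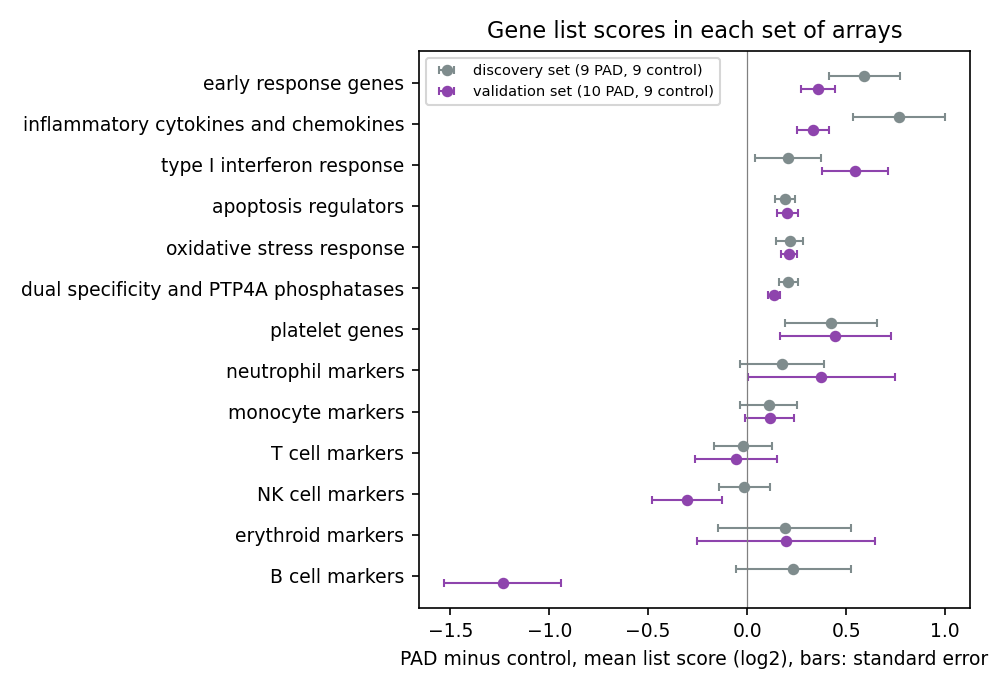
Difference in mean gene list score between PAD and control (log2) for process and cell type lists in the discovery set (9 PAD and 9 control arrays, grey) and the validation set (10 PAD and 9 control arrays, purple), with bars of the standard error of the difference. The apoptosis score lay at 0.19 and 0.20, and the B cell markers at 0.23 and -1.24.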

Results of the GO annotation based enrichment analysis of upregulated and downregulated genes are summarized in Tables 3 and 4.

**Figure 3:**
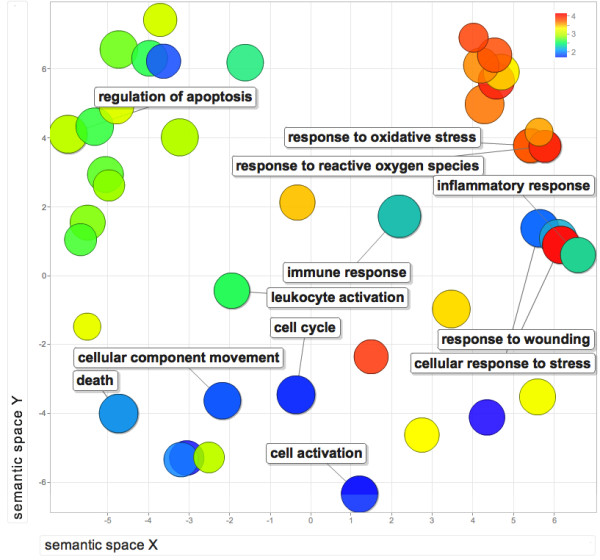
**Statistically significant GO terms (Biological Process category) derived from upregulated genes**.

### KEGG pathways associated with differentially expressed genes

SubPathwayMiner was used to assess the statistical significance of KEGG pathways associated with differentially expressed genes. Probes were mapped to genes identifiers and gene identifiers were used as the input in the statistical analysis. The enrichment analysis revealed that 17 pathways were associated with upregulated genes and two pathways were significant in downregulated genes (*P < 0.05*) and multiple testing correction was performed using FDR. Analysis of KEGG pathway classes indicates that these pathways mediate cellular processing, signal transduction, immune system and infectious diseases. These analyses suggest that perturbations in multiple signaling and cellular mechanisms occur in PBMC in the setting of PAD. 

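TLR4, the receptor for bacterial lipopolysaccharide, had a log2 fold change of 0.87 (standard error 0.22, limma adjusted p = 0.153, set-adjusted p = 0.0174) at the probe set used, with 0.45 in the discovery set and 1.24 in the validation set. RIPK2, a kinase downstream of NOD receptors, had 0.39 (limma adjusted p = 0.23, set-adjusted p = 0.0454) and GADD45A, a growth arrest gene of the p53 response, 0.55 (limma adjusted p = 0.178, set-adjusted p = 0.0305). At the probe set used for each gene, the pathways around these genes did not pass as lists in the permutation test over all arrays. The score of Toll-like receptor signalling (33 genes) differed by 0.079 (adjusted p = 0.429), by 0.040 and 0.097 in the discovery and validation sets. For NOD-like receptors and inflammasome genes (22) the difference was 0.11 (adjusted p = 0.429; 0.094 and 0.10), for p53 signalling (42 genes) 0.073 (adjusted p = 0.429; 0.092 and 0.035), and for chemokine and Gi-coupled receptors (37 genes) 0.085 (adjusted p = 0.13; 0.093 and 0.075). Without control replicate 18 the validation differences were 0.048 for Toll-like receptor signalling, 0.067 for NOD-like receptors, -0.011 for p53 signalling and 0.032 for chemokine and Gi-coupled receptors. With the mean of all probe sets of each gene, p53 signalling (0.063, adjusted p = 0.0182) and chemokine and Gi-coupled receptors (0.11, adjusted p = 0.0363) passed within sets. The latter passed over all arrays as well (0.11, permutation test, adjusted p = 0.0399). Without their Table 2 genes p53 signalling and chemokine and Gi-coupled receptors differed by 0.028 and 0.0014 over all arrays. At any fold change none of the genes in these lists passed limma over all genes, and 1, 1, 2 and 2 were higher when adjusted over the list alone. In the set-adjusted fit 1, 2, 3 and 3 were higher, and 2 genes of the p53 list were lower. GPR15, a chemoattractant receptor among the Gi-coupled receptors, had a log2 fold change of 0.73 (limma adjusted p = 0.192), with 16 of 19 PAD arrays above the control median.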

Significantly enriched pathways and corresponding *P-values *are listed in Table 5.

### Molecular events associated with PAD

Compared to classical biological pathway databases, Reactome provides biological processes as a series of molecular events and is thus a unique resource for functional interpretation of genes lists with a wide array of pathways, specific biological process and molecular events. We used the probe identifiers as the input for Reactome based enrichment analysis to find molecular events associated with differentially expressed genes using a hypergeometric test (*P < 0.05*). Pathway analysis using Reactome showed that upregulated genes were implicated in five platelet related pathways (platelet activation, formation of platelet plug, exocytosis of platelet alpha granule contents, platelet degranulation and response to elevated platelet cytosolic Ca2+). 

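Platelet genes had a score of 0.21 ± 0.66 (SD, n = 19) in PAD and -0.22 ± 0.40 (SD, n = 18) in the controls over 45 genes, and 13 of 19 PAD arrays lay above the control median. The difference did not pass the permutation test over all arrays (adjusted p = 0.0571) and passed it within sets (adjusted p = 0.0483), with 0.42 in the discovery set and 0.45 in the validation set. Without control replicate 18 it did not pass within sets (adjusted p = 0.0764). The adjustment also counts the 4 lists the paper chose on these arrays. With those lists left out, the platelet score did not reach an adjusted p under 0.05 within sets (permutation within sets, unadjusted p = 0.0242). Of the genes 44 had a higher and 1 a lower mean in PAD. None passed limma over all genes, 0 were higher when adjusted over the list alone, and 1 was higher in the set-adjusted fit (4 when adjusted over the list alone). Camera with an estimated correlation gave an adjusted p of 0.0771. CLU, clusterin of platelet granules, had a log2 fold change of 0.88 (limma adjusted p = 0.232, set-adjusted p = 0.0447), and CAVIN2 (SDPR), an abundant platelet transcript, of 0.98 (set-adjusted p = 0.0644). The list also measures how many platelets remained among the PBMC, and 5 of its genes are in Table 2. Without those 5 the score difference was 0.42 and did not pass over all arrays (permutation test, p = 0.0534 adjusted over 6 lists without their Table 2 genes; 0.0439 within sets).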

Two vitamin metabolism related events (Metabolism of water-soluble vitamins and cofactors, Metabolism of vitamins and cofactors) were also associated with upregulated genes (Table 6). 

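NAMPT, the enzyme that makes nicotinamide mononucleotide from the vitamin nicotinamide, had the largest difference among the vitamin genes measured, without passing a test at the list's probe set. At its most variable probe set it had a log2 fold change of 1.00 (standard error 0.45, limma adjusted p = 0.579, set-adjusted p = 0.0518). VNN1, which recycles pantothenic acid, had a log2 fold change of 0.48 and the thiamine transporter SLC19A2 of -0.29, with limma adjusted p of 0.682 and 0.366. Of 47 genes measured, 29 had a higher and 18 a lower mean in PAD. The score of the list differed by 0.046 (permutation test, adjusted p = 0.13), by 0.0093 in the discovery set and by 0.077 in the validation set, which passed the test there (exact permutation test, adjusted p = 0.0377). It was 0.022 ± 0.082 (SD, n = 19) in PAD and -0.024 ± 0.067 (SD, n = 18) in the controls, and camera with an estimated correlation gave an adjusted p of 0.53. With the mean of all probe sets of each gene the validation difference was 0.042 and did not pass (adjusted p = 0.213), nor did the score pass there without the list's 1 gene of Table 2 (p = 0.304 adjusted over 13 lists without their Table 2 genes). None of the genes passed limma, over all genes or when adjusted over the list alone.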

Similar to KEGG pathway enrichment (Table 5), we also observed enrichment of several signal transduction events in the Reactome analysis. There was no significant enrichment of molecular events observed in the downregulated genes.

### Functional network inferred using IPA

We used IPA to understand the functionally significant biological networks and toxicogenomics associations mediated by the differentially expressed genes in the setting of PAD. IPA analysis was performed using probe identifiers as the input; the reference dataset was defined as 'Human Genome U133 Plus 2'; direct interactions only were considered for the analysis. Biological network (Table 7) and toxicity functions (Table 8) derived from IPA are provided and illustrated in Figure 4 (a) (merged view of networks derived from upregulated genes) and Figure 4 (b) (merged view of networks derived from downregulated genes). Different shapes of nodes indicate "Family" of a given gene assigned using IPA annotations. Color of node indicates the presence (grey) or absence (white) of a given gene in the study. Nodes that are not represented in the study (white nodes) were retained in the network for a context dependent view of the functional interactome. Edges shared between six different functional networks derived from upregulated genes were highlighted (Figure 4 (a)). Downregulated genes do not share any common nodes between the derived functional networks (Figure 4 (b)). It should be noted that upregulated genes interacted with several core genes (interactions are highlighted with edges colored in orange) that are present in multiple networks, where as the downregulated genes did not interact with the core genes. These results suggest that that upregulated genes identified in our study may influence multiple functional networks via interaction with the core genes. Further studies are required to understand role of these genes in the pathophysiology of PAD.

**Figure 4:**
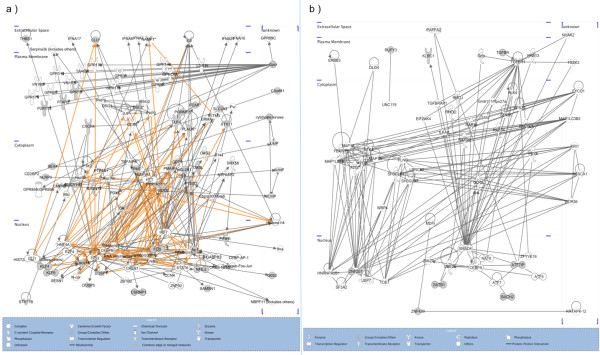
**Functional networks inferred using IPA**. a) Merged view of functional network derived from upregulated genes using IPA (Network 1: Cell Death, Renal Necrosis/Cell Death, Cancer; Network 2: Cardiovascular Disease, Hematological Disease, Infection Mechanism; Network 3: Inflammatory Response, Embryonic Development, Cell-To-Cell Signaling and Interaction Network 4: Neurological Disease, RNA Post-Transcriptional Modification; Network 5: Cardiovascular Disease, Genetic Disorder, Cellular Function and Maintenance; Network 6: Drug Metabolism, Nucleic Acid Metabolism, Small Molecular Biochemistry). b) Functional networks derived from downregulated genes using IPA (Network 1: Cellular Development, Cellular Assembly and Organization, Cell Cycle; Network 2: Genetic Disorder, Ophthalmic Disease, Nervous System Development and Function; Network 3: Embryonic Development, Gene Expression, Protein Trafficking Network 4: Cellular Assembly and Organization, Cell Morphology, Cellular Function and Maintenance).

### Biocuration of differentially expressed genes

We performed in-depth biocuration of differentially regulated genes using a combination of resources. For a given differentially expressed gene we consulted General annotation under the Comments section in UniProt, RefSeq summary, GeneRIF and publications linked under "Related Articles" in PubMed section of "Bibliography" in individual Gene pages. Biocuration was performed to manually extract the role of differentially expressed pertaining to vascular diseases including PAD from previous literature reports. Curated data with functional context and role of genes in vascular diseases and associated references are presented in Additional file 1: Table S2. This approach further helped to extract functionally relevant information not captured by ontologies or annotations in automated analytical frameworks used in enrichment tools.

## Discussion

We report for the first time gene expression analysis of PBMC to identify genes differentially expressed in patients with PAD. Enrichment analysis of GO terms and pathways associated with these genes provide insights into several known and novel molecular mechanisms related to PAD. The two genes with highest fold change absolute (FCA) were: G0/G1switch 2 (*G0S2; *FCA: 3.90; ↑) BTB and CNC homology 1, basic leucine zipper transcription factor 2 (*BACH2; *FCA: 2.10; ↓). 

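G0S2, a small protein that inhibits fat breakdown by adipose triglyceride lipase, had the largest fold change among the Table 2 probe sets, with a log2 fold change of 1.97 (standard error 0.55). Its value relative to the median was 1.01 ± 1.70 (SD, n = 19) in PAD and -0.95 ± 1.78 (SD, n = 18) in the controls, and 16 of 19 PAD arrays lay above the control median. Adjusted p was 0.0218 by the fold-filtered Mann-Whitney test, 0.00519 in the set-adjusted limma fit and 0.211 in limma over all arrays, with differences of 2.30 in the discovery set and 1.77 in the validation set. BACH2 is a repressor that B cells express. A probe set which Table 2 of the paper maps to BACH2 and which has no symbol in the annotation used here, had the largest decrease, with a log2 fold change of -1.07 (standard error 0.37). Its difference was -0.072 in the discovery set and -2.06 in the validation set, and the adjusted p of the difference between the sets was 0.12. In 15 of 19 PAD arrays it lay below the control median (adjusted p = 0.0399 by the fold-filtered Mann-Whitney test, 0.0846 set-adjusted, 0.4 in limma over all arrays). The other probe set mapped to BACH2 there had a log2 fold change of -0.77 (set-adjusted p = 0.041), with -0.27 and -1.22 in the discovery and validation sets, and 1 PAD array of the validation set lay apart from the rest.

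Markers of B cells showed a like division by set. Their score over 36 genes was -0.24 ± 0.71 (SD, n = 19) in PAD and 0.26 ± 0.87 (SD, n = 18) in the controls, which did not pass (permutation test, adjusted p = 0.125; adjusted p = 0.0977 with an estimated correlation). In the discovery set the difference did not pass either (exact permutation test, adjusted p = 0.605), in the validation set it did (exact permutation test, adjusted p = 0.00197), and the difference between the sets passed (residual permutation test, adjusted p = 0.0104). For this score the lowest PAD array of the validation set lay apart from the rest. Of the 36 genes, 0 passed limma over all arrays, over all genes or adjusted over the list alone, and in the validation set 17 were lower over all genes and 34 when adjusted over the list alone. In the discovery set 33 of the 36 had a higher mean in PAD. FCRL2, a receptor-like protein of memory B cells, had a log2 fold change of -0.75 over all arrays, 0.11 in the discovery set and -1.58 in the validation set, and NIBAN3 of -0.70, 0.10 and -1.47. By the symbols of the annotation used, the list holds 2 genes of Table 2. It also holds BLNK, which the paper maps to a Table 2 probe set with no symbol or several here.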

*G0S2 *is a novel target of peroxisome-proliferator-activated receptor (*PPAR) *involved in adipocyte differentiation [33,34]. *BACH2 *is a transcriptional regulator that acts as repressor or activator through the nuclear factor (erythroid-derived 2), 45 kDa (*NFE2*) binding sites [35,36]. Differentially regulated genes, summarized in Table 2 are ideal candidates for further, down-stream functional studies.

### Biological relevance of differentially expressed genes in the setting of PAD

Knowledge-based statistical analysis of differentially expressed genes provided molecular clues for the interpretation of the function or pathways associated with these genes. We used the statistically significant genes, GO terms and pathways as leads to perform in-depth literature curation. The detailed literature curation indicated that the genes identified in this study are relevant to various aspects of vascular biology and pathophysiology of PAD.

Several of the differentially regulated genes are involved in vascular pathophysiology; for example: *DNAJB6 *[37] and *DUSP1 *(atherosclerosis) [38], *NAMPT *(vascular inflammation) [39,40], *FCAR *(myocardial infarction) [41], *IL8 *(vascular remodelling) [42], *FFAR2 *(lipid metabolism) [43] and *SOD2 *(idiopathic cardiomyopathy (IDC)) [44]. 

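CXCL8 (IL8), the chemokine that attracts neutrophils, had a log2 fold change of 1.88 (standard error 0.50), with 16 of 19 PAD arrays above the control median (set-adjusted p = 0.00683, limma adjusted p over all arrays = 0.167). It was 1.73 in the discovery set and 2.12 in the validation set. The other CXCL8 probe set had a log2 fold change of 1.28 and did not pass the fold-filtered Mann-Whitney test (adjusted p = 0.141). NAMPT had log2 fold changes of 0.79, 0.85 and 1.00 at its 3 Table 2 probe sets, with set-adjusted p of 0.0402, 0.0421 and 0.0303 and fold-filtered Mann-Whitney adjusted p of 0.0247, 0.0185 and 0.00546. FCAR, the IgA receptor of myeloid cells, had 0.99 and 0.78 at 2 probe sets (set-adjusted p = 0.0148 and 0.0176). SOD2, the mitochondrial superoxide dismutase, had 0.65 (set-adjusted p = 0.0506, fold-filtered Mann-Whitney adjusted p = 0.038). The probe set which Table 2 of the paper maps to the chaperone DNAJB6 and which has 2 symbols in the annotation used here, had 0.61 (set-adjusted p = 0.0378) and 0.46 without control replicate 18, whose value lay far below the other control arrays. The probe set with DNAJB6 as its 1 symbol had a log2 fold change of 0.21 (set-adjusted p = 0.0587). For FCAR and SOD2 1 PAD array of the discovery set lay apart from the rest, for SOD2 also 1 control array, and for 1 NAMPT probe set 1 PAD array in each set. Apart from the other CXCL8 probe set, for which values within sets are not given, all of these differences were positive in both sets. In limma over all arrays their adjusted p ranged from 0.144 for FCAR to 0.611 for DNAJB6.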

Notably, several genes known to be associated with vascular disease were upregulated as discussed below.

Phosphatases are known to be associated with peripheral arterial disease [45-47]. We noted that four phosphatase genes *PTP4A1, DUSP1, DUSP5, PPP1R15A *are significantly upregulated in the PBMC of patients with PAD. 

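The 4 phosphatase genes named by the paper were higher in PAD in both sets. DUSP1, which inactivates MAP kinases, had a log2 fold change of 0.95 (standard error 0.32), with 0.66 and 1.31 in the discovery and validation sets. DUSP5, a nuclear phosphatase of ERK, had 0.64 (standard error 0.14), and 0.78 and 0.49 within the sets. PTP4A1 had 0.69, with 0.73 and 0.61. PPP1R15A (GADD34), which directs protein phosphatase 1 to the translation initiation machinery, had 0.97, with 1.53 and 0.48, and 0.90 at its other probe set. Set-adjusted p was 0.00442 for DUSP1, 0.00333 for DUSP5, 0.00617 for PTP4A1, and 0.00803 and 0.00594 for the probe sets of PPP1R15A. In limma over all arrays the adjusted p was 0.0733 for DUSP5 and 0.359 for DUSP1. The 4 genes passed when adjusted over the list alone (4 of 4 higher), and their score difference was 0.82 (permutation test, adjusted p = 0.00014, from the smallest p that 100000 resamples can give), with 19 of 19 PAD arrays above the control median. The paper chose this list on these samples, so it is not independent evidence of its direction. For DUSP1, PTP4A1 and PPP1R15A 1 control array of the validation set lay apart from the rest.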

Apoptosis, along with inflammation and immune response, is a key feature of vascular diseases [5,48-52]. Our study indicates genes implicated in inflammation, immune response (*FCAR, FFAR2, IL8, CFLAR, DUSP1, NAMPT*) and cell death (*G0S2, KLF6, PTP4A1, CFLAR) *are differentially expressed in PBMC of PAD patients. 

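The inflammation and immune response genes named by the paper (FCAR, FFAR2, CXCL8, CFLAR, DUSP1 and NAMPT) had a score of 0.46 ± 0.61 (SD, n = 19) in PAD and -0.48 ± 0.58 (SD, n = 18) in the controls, and 18 of 19 PAD arrays lay above the control median (permutation test, adjusted p = 0.000187). The differences were 0.67 in the discovery set and 1.20 in the validation set. The cell death genes it names (G0S2, KLF6, PTP4A1 and CFLAR) differed by 0.99 (permutation test, adjusted p = 0.00014; 1.01 and 0.94 within the sets). Of the first list 0 genes passed limma over all genes, 4 when adjusted over the list alone and 4 in the set-adjusted fit. Of the second 3 passed when adjusted over the list alone and 3 in the set-adjusted fit. Both lists were chosen on these arrays, so neither count is independent evidence. CFLAR, an inhibitor of caspase activation that Table 2 does not list, had a log2 fold change of 0.39 (standard error 0.31, limma adjusted p = 0.864, set-adjusted p = 0.375), with 12 of 19 PAD arrays above the control median. At another of its 14 probe sets, picked out after its values were seen, the log2 fold change was -0.65 (limma adjusted p = 0.511, set-adjusted p = 0.00496). Markers of neutrophils, which also express FCAR, FFAR2 and CXCL8, were scored over 40 genes at 0.15 ± 0.79 (SD, n = 19) in PAD and -0.15 ± 0.77 (SD, n = 18) in the controls (permutation test, adjusted p = 0.387), with 0.18 and 0.37 within the sets. Among the neutrophil markers 3 were higher when adjusted over the list alone, and TREM1, a receptor of granulocytes and monocytes, had a log2 fold change of 0.54 (set-adjusted p = 0.0273).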

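Genes of the oxidative stress response had a score of 0.11 ± 0.25 (SD, n = 19) in PAD and -0.12 ± 0.27 (SD, n = 18) in the controls over 40 genes (permutation test, adjusted p = 0.0371). The difference was 0.21 in the discovery set and 0.21 in the validation set, and 12 of 19 PAD arrays lay above the control median. The adjustment of the permutation test also counts the lists the paper chose on these arrays. With those lists left out of the adjustment, the oxidative stress score did not reach an adjusted p under 0.05 over all arrays (permutation test, unadjusted p = 0.0132). Camera with an estimated correlation gave an adjusted p of 0.0977. Of the genes 35 had a higher and 5 a lower mean in PAD. None passed limma over all genes, 5 were higher when adjusted over the list alone, and 7 were higher in the set-adjusted fit. MT1G, a metallothionein that binds metals and scavenges radicals, had a log2 fold change of 0.34 (set-adjusted p = 0.0234). The list shares 7 genes with other lists and 5 of its genes are in Table 2, picked on these arrays. Without those 5 the score difference was 0.12 and did not pass over all arrays (permutation test, p = 0.795 adjusted over 13 lists without their Table 2 genes), though it passed within sets (adjusted p = 0.0091).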

Oxidative-stress response is known to be associated with PAD [53-56]; we noted that several "oxidative-stress response" related functions were enriched in GO term analysis and IPA analysis. Altered metabolism of vitamins and vitamin D deficiency has been reported to be associated with PAD [57,58]. Enrichment analysis using molecular event annotations (Table 6) and GO term analysis (Table 3) indicated that vitamin metabolism related pathways are upregulated in the setting of PAD. 

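PLAUR, the urokinase receptor of monocytes and neutrophils, had a log2 fold change of 0.81 (standard error 0.19) at one Table 2 probe set and 0.68 (standard error 0.17) at the other. Of 19 PAD arrays, 17 and 18 lay above the control median. Set-adjusted p was 0.0145 and 0.0233, fold-filtered Mann-Whitney adjusted p was 0.00121 and 0.00152, and limma adjusted p over all arrays was 0.0942 and 0.151. The differences were 1.20 and 1.08 in the discovery set and 0.44 and 0.31 in the validation set.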

Platelet aggregation is strongly linked to PAD [1,6,59-62] and Reactome based pathway analysis indicated that several platelet-related molecular events were associated with upregulated genes such as *PLAUR *(Table 6).

Apart from these known genes, we noted several genes not previously associated with PAD to be differentially expressed. 

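STX11, a t-SNARE of cytotoxic cells and monocytes, was higher in PAD at its Table 2 probe set. Its log2 value relative to the median was 0.31 ± 0.39 (SD, n = 19) in PAD and -0.42 ± 0.65 (SD, n = 18) in the controls, a difference of 0.72 or 1.65-fold. All 19 PAD arrays lay above the control median. The two-sided permutation test gave p = 1e-05, the smallest that 100000 resamples can give, and the exact Mann-Whitney test p = 4.47e-06. Within the sets the difference was 0.63 (exact permutation test, p = 0.00872) in the discovery set and 0.82 (p = 4.33e-05, exact permutation test) in the validation set, and without control replicate 18 it was 0.60 (p = 3e-05, permutation test). Minus the log2 value of ACTB, the reference gene of the paper's PCR, the difference was 0.69 (p = 0.00032, permutation test). In limma over all probe sets STX11 had an adjusted p of 0.106, and 0.0169 in the set-adjusted fit.

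The array's other STX11 probe set differed by 0.26 (p = 0.174, permutation test), with -0.013 in the discovery set (exact permutation test, p = 0.949) and 0.47 in the validation set (exact permutation test, p = 0.0318; p = 0.0695 without control replicate 18). Genes of the SNARE machinery and vesicle fusion as a list did not pass over all arrays. Their score over 44 genes differed by 0.034 (permutation test, adjusted p = 0.733), with 0.017 and 0.028 within the sets, and 0.013 in the validation set without control replicate 18. With the mean of all probe sets of each gene it passed within sets (0.062, adjusted p = 0.0377) and in the validation set (0.088, adjusted p = 0.0404). Over all arrays none of the genes passed limma, over all genes or adjusted over the list alone; in the set-adjusted fit 1 was higher over all genes, and 2 were higher and 2 lower when adjusted over the list alone. The syntaxin STX3 had a log2 fold change of 0.47 (set-adjusted p = 0.036), NAPA of 0.31 (0.0845) and VAMP1 of -0.40 (0.0561).

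**Figure D3:**
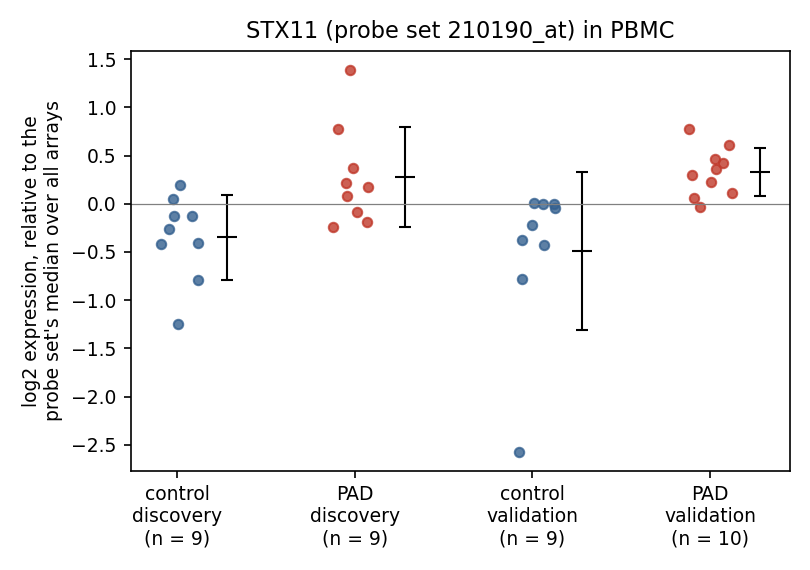
Log2 expression of STX11 (Table 2 probe set) relative to its median over all arrays, for each array of the controls (blue) and PAD (red) in the discovery and the validation set, with the mean and SD of each group in black. PAD arrays lie above controls on average in both sets, by 0.63 and 0.82, and 1 control array of the validation set lies far below the others.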

Upregulation of validated gene *STX11 *suggests a putative role for genes associated with vesicle trafficking in the pathophysiology of PAD. 

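FFAR2, a receptor for short-chain fatty acids on neutrophils and monocytes, had a log2 fold change of 1.22 (standard error 0.29), and 18 of 19 PAD arrays lay above the control median. Adjusted p was 0.00381 by the fold-filtered Mann-Whitney test, 0.0124 in the set-adjusted fit and 0.121 in limma over all arrays. The differences were 0.96 in the discovery set and 1.44 in the validation set. A list of 32 genes of free fatty acid receptors and metabolism had a score of 0.079 ± 0.16 (SD, n = 19) in PAD and -0.084 ± 0.13 (SD, n = 18) in the controls, with 16 of 19 PAD arrays above the control median (permutation test, adjusted p = 0.00832; 0.14 in the discovery set and 0.18 in the validation set). The highest PAD array of the discovery set lay apart from the rest for this score. With an estimated correlation, camera gave an adjusted p of 0.0579. The list's higher score was carried by few genes, with a median log2 fold change of 0.045, none passing limma over all genes and 2 higher when adjusted over the list alone. The list includes FFAR2 and G0S2, genes of Table 2 picked on these arrays. Without these 2 the score difference was 0.068 and did not pass over all arrays (permutation test, p = 0.789 adjusted over 13 lists without their Table 2 genes) or within sets (adjusted p = 0.181). ACSL1, which activates long-chain fatty acids, had a log2 fold change of 0.60 (set-adjusted p = 0.104).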

Upregulation of *FFAR2 *suggests altered free fatty acid metabolism in the setting of PAD. 

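CREBRF (C5orf41 in the paper), a regulator of the stress-response pathway, had a log2 fold change of 0.60 (standard error 0.12) and passed limma over all arrays (adjusted p = 0.0455; set-adjusted p = 0.00496). All 19 PAD arrays lay above the control median, with 0.58 in the discovery set and 0.63 in the validation set. KLF6, a zinc finger factor of the early response, had 0.91 (standard error 0.32, limma adjusted p = 0.411, set-adjusted p = 0.0104), with 17 of 19 PAD arrays above the control median. Its difference was 0.86 in the discovery set and 0.88 in the validation set, where 1 control array lay apart from the rest.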

Further investigation of differentially regulated transcription factors (for example: *C5orf41, KLF6, BACH2*), and their downstream target genes may provide additional insights into the molecular basis of PAD.

### Comparison with previous studies

Several of the differentially expressed genes identified in the current study were previously reported to be associated with various vascular biology processes. For example thrombospondin-1 (*THBS1*) [63-65], phosphatases (*DUSP1*) [45], plasminogen activator, urokinase receptor (*PLAUR*) [60], cadherins (*DSC2*) [66,67] and zinc finger proteins (*ZNF207*) [68-71] have been implicated in vascular homeostasis and pathophysiology of PAD. 

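THBS1, thrombospondin 1 of platelets and monocytes, had a log2 fold change of 1.08 (standard error 0.44), with 16 of 19 PAD arrays above the control median (fold-filtered Mann-Whitney adjusted p = 0.0372, set-adjusted p = 0.145). It was 2.16 in the discovery set and 0.10 in the validation set, and the adjusted p of the difference between the sets was 0.197. In each set 1 control array lay apart from the rest. Other THBS1 probe sets past the fold change had log2 fold changes of 0.71, 0.97 and 0.95. They did not pass the fold-filtered Mann-Whitney test (adjusted p = 0.0753, 0.0631 and 0.18). DSC2, a desmosomal cadherin, had 0.75 and 1.00 at its 2 Table 2 probe sets (set-adjusted p = 0.0149 and 0.0148; limma adjusted p over all arrays = 0.0942 for both). Its differences were 0.28 and 0.55 in the discovery set and 1.19 and 1.42 in the validation set, and at the first 1 control array of the validation set lay apart. A DSC2 probe set outside Table 2 had 0.97 and did not pass the fold-filtered Mann-Whitney test (adjusted p = 0.136). ZNF207, a zinc finger protein of the spindle assembly checkpoint, was 2.01-fold lower, with 19 of 19 PAD arrays below the control median (set-adjusted p = 0.00445). It differed by -0.45 in the discovery set and -1.59 in the validation set.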

Prior microarray studies of PAD have also demonstrated a pattern of activation of genes involved in immune and inflammatory response [72]. Our study is designed to identify perturbed genes in PBMCs in the setting of PAD. Fu et al., [72] performed microarray analysis of atherosclerotic lesions of femoral arteries, and found that immune and inflammatory pathways were enriched in PAD cases. 

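CDKN1A, the p21 inhibitor of the cell cycle, had a log2 fold change of 0.69 (standard error 0.20, set-adjusted p = 0.00969, limma adjusted p = 0.225). CXCR4, the receptor of CXCL12, had 0.67 at its Table 2 probe set (set-adjusted p = 0.0413), where 1 control array of the validation set lay apart. KLF4 had 0.69 (set-adjusted p = 0.0399) and SAMSN1, an adaptor that restrains B cell activation, 0.79 (set-adjusted p = 0.012), with 1 PAD array of the validation set apart from the rest. The genes of the femoral artery study named by the paper had a score of 0.34 ± 0.54 (SD, n = 19) in PAD and -0.36 ± 0.43 (SD, n = 18) in the controls over 7 genes (permutation test, adjusted p = 0.00084), with 17 of 19 PAD arrays above the control median. The difference was 0.78 in the discovery set and 0.60 in the validation set. Over all genes none passed limma, 5 were higher when adjusted over the list alone, and 3 passed set-adjusted. Here too the list was chosen by the paper from its results on these samples and is not independent evidence of its direction.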

We replicated the following genes from Fu et. al's analysis: *CDKN1A, CXCR4, KLF4, PLAUR, SAMSN1, SOD2 *and *THBS1*. Wingrove et al., [10] performed whole-genome microarray analysis on PBMCs of 27 cases with angiographic coronary artery stenosis and 14 controls and identified 526 genes with >1.3-fold differential expression (*P *< 0.05) between cases and controls. Real time PCR in two independent cohorts (149 cases and 53 controls) for 106 genes (the 50 most significant genes and 56 additional candidate genes) confirmed that 11 genes were significantly differentially expressed between cases and controls. The differentially expressed genes that we identified in the setting of PAD did not overlap with genes found by Wingrove et al., [10] but we validated several genes differentially expressed in intermediate lesions and advanced lesions derived from femoral artery samples analyzed by Fu et al [72]. Evans et al., [73] performed microarray analysis of leg arteries and identified genes involved in inflammation and lipid uptake pathways in the setting of PAD with diabetes. Similar to observations by Evans et al., [73] we also noted that inflammation and related GO terms like immune response, apoptosis, response to stress, cell proliferation and circulation were enriched in the GO annotations of upregulated genes. Differences in methodology, sources of mRNA and the fact that PAD and CAD are distinct phenotypic manifestations of atherosclerosis may account for the varying results.

### Integrated approach for functional interpretation

We integrated four different annotation resources for functional interpretation of differentially expressed genes (Figure 2). GO annotations provided a comprehensive view of the function and processes, pathway enrichment using KEGG provided disease association of differentially expressed genes, Reactome was useful in understanding molecular events associated with genes and IPA facilitated understanding of functional networks (group of genes that share common functions) and toxicity functions. Although annotations shared several common entities, each tool provided a unique perspective of the differentially regulated genes in the setting of PAD. Further, we also employed in-depth biocuration strategies to understand the functional and pathological relevance of differentially expressed genes in the setting of vascular disease. Our integrated bioinformatics approach coupled with biocuration provided insights into the functional repertoire of differentially expressed genes.

### Strength and Limitations

A strength of this report is the application of integrative bioinformatics pipeline employed to understand the functional similarities, biological pathways, molecular events and functional networks, related to differentially expressed genes. In addition we performed in-depth literature curation to understand functional relevance of these genes. Further we validated a novel differentially regulated gene *STX11 *using qRT-PCR. Complete characterization of the genes identified in this study in the context of their relevance to PAD will require further validation and functional studies. We derived the RNA from PBMC, which may have perturbations in the cellular level due to fluctuation in cluster of differentiation 4 (CD4) count within cases and controls. Patients in our study were ascertained based on ABI (ABI ≤0.9 for cases and ABI > 1.0 for controls), additional clinical biomarkers such as T lymphocytes (T cells) and Natural killer cells (NK cells) or CD4 counts were not available.

## Conclusion

Gene expression profiling of circulating PBMC provided a global overview of differential gene expression in PAD; where 87 differentially expressed genes (47 upregulated genes and 39 downregulated genes). Integrated bioinformatics analysis of differentially regulated genes using multiple annotation tools indicated that the differentially regulated genes influence immune response, inflammation, apoptosis, various signalling pathways and various functions pertaining to vascular biology. Our whole-genome expression and bioinformatics analysis suggests that microarray based expression profiling may be useful for characterizing biomarkers for PAD. Understanding and validating groups of differentially expressed genes in the setting of PAD using PBMC can improve our understanding of the key pathophysiological mechanisms in the aetiology of PAD. Further clinical and functional studies may provide additional insights into role of the differentially expressed genes in the pathophysiology of PAD.

### Availability

Gene expression data discussed in this study was submitted to Gene Expression Omnibus (GEO) database, and can be accessed via GEO accession ID GSE27034.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

RM performed the experiments and contributed to the analysis. KS performed the analysis. AD contributed to the experiments. KD contributed to the analysis. KS and IJK wrote the manuscript with contributions from other authors. IJK conceived the study and provided critical input. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1 Statistically significant GO terms (biological process category)Supplementary**. Table S2 Functional context and biological relevance of differentially expressed genes in vascular diseases [38-40,42,43,46,68,74-146]. Click here for file

# Supplementary material for: Gene expression profiling of peripheral blood mononuclear cells in the setting of peripheral arterial disease
**Source:** J Clin Bioinforma. 2012 Mar 12;2:6. doi: 10.1186/2043-9113-2-6
**Supplement:** Additional file 1 — Table S1 Statistically significant GO terms (biological process category)Supplementary. Table S2 Functional context and biological relevance of differentially expressed genes in vascular diseases [38-40,42,43,46,68,74-146].

**Supplementary material to *Gene Expression Profiling of Peripheral Blood Mononuclear Cells in the setting of Peripheral Arterial Disease***

Rizwan Masud1#, Khader Shameer1#, Aparna Dhar1, Keyue Ding1 and Iftikhar J. Kullo1§

# Joint first authors

**Supplementary Material:**

Supplementary Table 1: Statistically significant GO terms (biological process category)

Supplementary Table 2: Functional context and biological relevance of differentially expressed genes in vascular diseases

**References:**

1. Seko A, Yamashita K: **Activation of beta1,3-N-acetylglucosaminyltransferase-2 (beta3Gn-T2) by beta3Gn-T8. Possible involvement of beta3Gn-T8 in increasing poly-N-acetyllactosamine chains in differentiated HL-60 cells**. *J Biol Chem* 2008, **283**(48):33094-33100.

2. Karsan A, Yee E, Kaushansky K, Harlan JM: **Cloning of human Bcl-2 homologue: inflammatory cytokines induce human A1 in cultured endothelial cells**. *Blood* 1996, **87**(8):3089-3096.

3. Alvarez E, Zhou W, Witta SE, Freed CR: **Characterization of the Bex gene family in humans, mice, and rats**. *Gene* 2005, **357**(1):18-28.

4. Pfeufer A, van Noord C, Marciante KD, Arking DE, Larson MG, Smith AV, Tarasov KV, Muller M, Sotoodehnia N, Sinner MF *et al*: **Genome-wide association study of PR interval**. *Nat Genet* 2010, **42**(2):153-159.

5. Audas TE, Li Y, Liang G, Lu R: **A novel protein, Luman/CREB3 recruitment factor, inhibits Luman activation of the unfolded protein response**. *Mol Cell Biol* 2008, **28**(12):3952-3966.

6. Rodriguez I, Coto E, Reguero JR, Gonzalez P, Andres V, Lozano I, Martin M, Alvarez V, Moris C: **Role of the CDKN1A/p21, CDKN1C/p57, and CDKN2A/p16 genes in the risk of atherosclerosis and myocardial infarction**. *Cell Cycle* 2007, **6**(5):620-625.

7. Sotoodehnia N, Isaacs A, de Bakker PI, Dorr M, Newton-Cheh C, Nolte IM, van der Harst P, Muller M, Eijgelsheim M, Alonso A *et al*: **Common variants in 22 loci are associated with QRS duration and cardiac ventricular conduction**. *Nat Genet* 2010, **42**(12):1068-1076.

8. Schwarz M, Spath L, Lux CA, Paprotka K, Torzewski M, Dersch K, Koch-Brandt C, Husmann M, Bhakdi S: **Potential protective role of apoprotein J (clusterin) in atherogenesis: binding to enzymatically modified low-density lipoprotein reduces fatty acid-mediated cytotoxicity**. *Thromb Haemost* 2008, **100**(1):110-118.

9. Xu Y, Johansson M, Karlsson A: **Human UMP-CMP kinase 2, a novel nucleoside monophosphate kinase localized in mitochondria**. *J Biol Chem* 2008, **283**(3):1563-1571.

10. Ishiguro H, Tsunoda T, Tanaka T, Fujii Y, Nakamura Y, Furukawa Y: **Identification of AXUD1, a novel human gene induced by AXIN1 and its reduced expression in human carcinomas of the lung, liver, colon and kidney**. *Oncogene* 2001, **20**(36):5062-5066.

11. Gargalovic PS, Imura M, Zhang B, Gharavi NM, Clark MJ, Pagnon J, Yang WP, He A, Truong A, Patel S *et al*: **Identification of inflammatory gene modules based on variations of human endothelial cell responses to oxidized lipids**. *Proceedings of the National Academy of Sciences of the United States of America* 2006, **103**(34):12741-12746.

12. Zakkar M, Chaudhury H, Sandvik G, Enesa K, Luong le A, Cuhlmann S, Mason JC, Krams R, Clark AR, Haskard DO *et al*: **Increased endothelial mitogen-activated protein kinase phosphatase-1 expression suppresses proinflammatory activation at sites that are resistant to atherosclerosis**. *Circ Res* 2008, **103**(7):726-732.

13. Pramanik K, Chun CZ, Garnaas MK, Samant GV, Li K, Horswill MA, North PE, Ramchandran R: **Dusp-5 and Snrk-1 coordinately function during vascular development and disease**. *Blood* 2009, **113**(5):1184-1191.

14. Ferreira VP, Pangburn MK, Cortes C: **Complement control protein factor H: the good, the bad, and the inadequate**. *Mol Immunol* 2010, **47**(13):2187-2197.

15. Lee T, Schwandner R, Swaminath G, Weiszmann J, Cardozo M, Greenberg J, Jaeckel P, Ge H, Wang Y, Jiao X *et al*: **Identification and functional characterization of allosteric agonists for the G protein-coupled receptor FFA2**. *Mol Pharmacol* 2008, **74**(6):1599-1609.

16. Swaminath G: **Fatty acid binding receptors and their physiological role in type 2 diabetes**. *Arch Pharm (Weinheim)* 2008, **341**(12):753-761.

17. Kang JG, Sung HJ, Jawed SI, Brenneman CL, Rao YN, Sher S, Facio FM, Biesecker LG, Quyyumi AA, Sachdev V *et al*: **FOS expression in blood as a LDL-independent marker of statin treatment**. *Atherosclerosis* 2010, **212**(2):567-570.

18. Welch C, Santra MK, El-Assaad W, Zhu X, Huber WE, Keys RA, Teodoro JG, Green MR: **Identification of a protein, G0S2, that lacks Bcl-2 homology domains and interacts with and antagonizes Bcl-2**. *Cancer Res* 2009, **69**(17):6782-6789.

19. Hellerud C, Burlina A, Gabelli C, Ellis JR, Nyholm PG, Lindstedt S: **Glycerol metabolism and the determination of triglycerides--clinical, biochemical and molecular findings in six subjects**. *Clin Chem Lab Med* 2003, **41**(1):46-55.

20. Heiber M, Marchese A, Nguyen T, Heng HH, George SR, O'Dowd BF: **A novel human gene encoding a G-protein-coupled receptor (GPR15) is located on chromosome 3**. *Genomics* 1996, **32**(3):462-465.

21. Brandes RP, Kim D, Schmitz-Winnenthal FH, Amidi M, Godecke A, Mulsch A, Busse R: **Increased nitrovasodilator sensitivity in endothelial nitric oxide synthase knockout mice: role of soluble guanylyl cyclase**. *Hypertension* 2000, **35**(1 Pt 2):231-236.

22. Johnson AD, Kavousi M, Smith AV, Chen MH, Dehghan A, Aspelund T, Lin JP, van Duijn CM, Harris TB, Cupples LA *et al*: **Genome-wide association meta-analysis for total serum bilirubin levels**. *Human molecular genetics* 2009, **18**(14):2700-2710.

23. Mibayashi M, Martinez-Sobrido L, Loo YM, Cardenas WB, Gale M, Jr., Garcia-Sastre A: **Inhibition of retinoic acid-inducible gene I-mediated induction of beta interferon by the NS1 protein of influenza A virus**. *J Virol* 2007, **81**(2):514-524.

24. Barrett JC, Clayton DG, Concannon P, Akolkar B, Cooper JD, Erlich HA, Julier C, Morahan G, Nerup J, Nierras C *et al*: **Genome-wide association study and meta-analysis find that over 40 loci affect risk of type 1 diabetes**. *Nat Genet* 2009, **41**(6):703-707.

25. Li A, Dubey S, Varney ML, Dave BJ, Singh RK: **IL-8 directly enhanced endothelial cell survival, proliferation, and matrix metalloproteinases production and regulated angiogenesis**. *J Immunol* 2003, **170**(6):3369-3376.

26. Ohnesorge N, Viemann D, Schmidt N, Czymai T, Spiering D, Schmolke M, Ludwig S, Roth J, Goebeler M, Schmidt M: **Erk5 activation elicits a vasoprotective endothelial phenotype via induction of Kruppel-like factor 4 (KLF4)**. *J Biol Chem* 2010, **285**(34):26199-26210.

27. Rubinstein M, Idelman G, Plymate SR, Narla G, Friedman SL, Werner H: **Transcriptional activation of the insulin-like growth factor I receptor gene by the Kruppel-like factor 6 (KLF6) tumor suppressor protein: potential interactions between KLF6 and p53**. *Endocrinology* 2004, **145**(8):3769-3777.

28. Andreoli V, Gehrau RC, Bocco JL: **Biology of Kruppel-like factor 6 transcriptional regulator in cell life and death**. *IUBMB Life* 2010, **62**(12):896-905.

29. Kadoglou NP, Sailer N, Moumtzouoglou A, Kapelouzou A, Tsanikidis H, Vitta I, Karkos C, Karayannacos PE, Gerasimidis T, Liapis CD: **Visfatin (nampt) and ghrelin as novel markers of carotid atherosclerosis in patients with type 2 diabetes**. *Exp Clin Endocrinol Diabetes* 2010, **118**(2):75-80.

30. Laudes M, Oberhauser F, Schulte DM, Freude S, Bilkovski R, Mauer J, Rappl G, Abken H, Hahn M, Schulz O *et al*: **Visfatin/PBEF/Nampt and resistin expressions in circulating blood monocytes are differentially related to obesity and type 2 diabetes in humans**. *Horm Metab Res* 2010, **42**(4):268-273.

31. Romacho T, Azcutia V, Vazquez-Bella M, Matesanz N, Cercas E, Nevado J, Carraro R, Rodriguez-Manas L, Sanchez-Ferrer CF, Peiro C: **Extracellular PBEF/NAMPT/visfatin activates pro-inflammatory signalling in human vascular smooth muscle cells through nicotinamide phosphoribosyltransferase activity**. *Diabetologia* 2009, **52**(11):2455-2463.

32. Weng YJ, Hsieh DJ, Kuo WW, Lai TY, Hsu HH, Tsai CH, Tsai FJ, Lin DY, Lin JA, Huang CY *et al*: **E4BP4 is a cardiac survival factor and essential for embryonic heart development**. *Mol Cell Biochem* 2010, **340**(1-2):187-194.

33. Dehghan A, Yang Q, Peters A, Basu S, Bis JC, Rudnicka AR, Kavousi M, Chen MH, Baumert J, Lowe GD *et al*: **Association of novel genetic Loci with circulating fibrinogen levels: a genome-wide association study in 6 population-based cohorts**. *Circ Cardiovasc Genet* 2009, **2**(2):125-133.

34. Dehghan A, Dupuis J, Barbalic M, Bis JC, Eiriksdottir G, Lu C, Pellikka N, Wallaschofski H, Kettunen J, Henneman P *et al*: **Meta-analysis of genome-wide association studies in >80 000 subjects identifies multiple loci for C-reactive protein levels**. *Circulation* 2011, **123**(7):731-738.

35. Voight BF, Scott LJ, Steinthorsdottir V, Morris AP, Dina C, Welch RP, Zeggini E, Huth C, Aulchenko YS, Thorleifsson G *et al*: **Twelve type 2 diabetes susceptibility loci identified through large-scale association analysis**. *Nat Genet* 2010, **42**(7):579-589.

36. Lauc G, Essafi A, Huffman JE, Hayward C, Knezevic A, Kattla JJ, Polasek O, Gornik O, Vitart V, Abrahams JL *et al*: **Genomics meets glycomics-the first GWAS study of human N-Glycome identifies HNF1alpha as a master regulator of plasma protein fucosylation**. *PLoS Genet* 2010, **6**(12):e1001256.

37. Dorsam RT, Kunapuli SP: **Central role of the P2Y12 receptor in platelet activation**. *J Clin Invest* 2004, **113**(3):340-345.

38. Rauch BH, Rosenkranz AC, Ermler S, Bohm A, Driessen J, Fischer JW, Sugidachi A, Jakubowski JA, Schror K: **Regulation of functionally active P2Y12 ADP receptors by thrombin in human smooth muscle cells and the presence of P2Y12 in carotid artery lesions**. *Arteriosclerosis, thrombosis, and vascular biology* 2010, **30**(12):2434-2442.

39. Peluso JJ, Liu X, Gawkowska A, Johnston-MacAnanny E: **Progesterone activates a progesterone receptor membrane component 1-dependent mechanism that promotes human granulosa/luteal cell survival but not progesterone secretion**. *J Clin Endocrinol Metab* 2009, **94**(7):2644-2649.

40. Alfano D, Franco P, Vocca I, Gambi N, Pisa V, Mancini A, Caputi M, Carriero MV, Iaccarino I, Stoppelli MP: **The urokinase plasminogen activator and its receptor: role in cell growth and apoptosis**. *Thromb Haemost* 2005, **93**(2):205-211.

41. Chavakis T, Kanse SM, May AE, Preissner KT: **Haemostatic factors occupy new territory: the role of the urokinase receptor system and kininogen in inflammation**. *Biochem Soc Trans* 2002, **30**(2):168-173.

42. Oda E, Ohki R, Murasawa H, Nemoto J, Shibue T, Yamashita T, Tokino T, Taniguchi T, Tanaka N: **Noxa, a BH3-only member of the Bcl-2 family and candidate mediator of p53-induced apoptosis**. *Science* 2000, **288**(5468):1053-1058.

43. Morton E, Macrae IM, McCabe C, Brown SM, White F: **Identification of the growth arrest and DNA damage protein GADD34 in the normal human heart and demonstration of alterations in expression following myocardial ischaemia**. *Int J Cardiol* 2006, **107**(1):126-129.

44. Cipollone F, Fazia ML: **COX-2 and atherosclerosis**. *J Cardiovasc Pharmacol* 2006, **47 Suppl 1**:S26-36.

45. Cipollone F, Toniato E, Martinotti S, Mezzetti A: **Genetic and molecular determinants of atherosclerotic plaque instability**. *Curr Vasc Pharmacol* 2010, **8**(4):545-552.

46. Min SH, Kim DM, Heo YS, Kim YI, Kim HM, Kim J, Han YM, Kim IC, Yoo OJ: **New p53 target, phosphatase of regenerating liver 1 (PRL-1) downregulates p53**. *Oncogene* 2009, **28**(4):545-554.

47. Claudio JO, Zhu YX, Benn SJ, Shukla AH, McGlade CJ, Falcioni N, Stewart AK: **HACS1 encodes a novel SH3-SAM adaptor protein differentially expressed in normal and malignant hematopoietic cells**. *Oncogene* 2001, **20**(38):5373-5377.

48. Zhu YX, Benn S, Li ZH, Wei E, Masih-Khan E, Trieu Y, Bali M, McGlade CJ, Claudio JO, Stewart AK: **The SH3-SAM adaptor HACS1 is up-regulated in B cell activation signaling cascades**. *J Exp Med* 2004, **200**(6):737-747.

49. Joost HG, Bell GI, Best JD, Birnbaum MJ, Charron MJ, Chen YT, Doege H, James DE, Lodish HF, Moley KH *et al*: **Nomenclature of the GLUT/SLC2A family of sugar/polyol transport facilitators**. *Am J Physiol Endocrinol Metab* 2002, **282**(4):E974-976.

50. Charniot JC, Sutton A, Bonnefont-Rousselot D, Cosson C, Khani-Bittar R, Giral P, Charnaux N, Albertini JP: **Manganese superoxide dismutase dimorphism relationship with severity and prognosis in cardiogenic shock due to dilated cardiomyopathy**. *Free Radic Res* 2011, **45**(4):379-388.

51. Valdez AC, Cabaniols JP, Brown MJ, Roche PA: **Syntaxin 11 is associated with SNAP-23 on late endosomes and the trans-Golgi network**. *J Cell Sci* 1999, **112 ( Pt 6)**:845-854.

52. Franke A, McGovern DP, Barrett JC, Wang K, Radford-Smith GL, Ahmad T, Lees CW, Balschun T, Lee J, Roberts R *et al*: **Genome-wide meta-analysis increases to 71 the number of confirmed Crohn's disease susceptibility loci**. *Nat Genet* 2010, **42**(12):1118-1125.

53. Chen R, Stahl EA, Kurreeman FA, Gregersen PK, Siminovitch KA, Worthington J, Padyukov L, Raychaudhuri S, Plenge RM: **Fine mapping the TAGAP risk locus in rheumatoid arthritis**. *Genes Immun* 2011, **12**(4):314-318.

54. Eyre S, Hinks A, Bowes J, Flynn E, Martin P, Wilson AG, Morgan AW, Emery P, Steer S, Hocking LJ *et al*: **Overlapping genetic susceptibility variants between three autoimmune disorders: rheumatoid arthritis, type 1 diabetes and coeliac disease**. *Arthritis Res Ther* 2010, **12**(5):R175.

55. Esemuede N, Lee T, Pierre-Paul D, Sumpio BE, Gahtan V: **The role of thrombospondin-1 in human disease**. *J Surg Res* 2004, **122**(1):135-142.

56. Sargiannidou I, Qiu C, Tuszynski GP: **Mechanisms of thrombospondin-1-mediated metastasis and angiogenesis**. *Semin Thromb Hemost* 2004, **30**(1):127-136.

57. Stoll LL, Denning GM, Weintraub NL: **Endotoxin, TLR4 signaling and vascular inflammation: potential therapeutic targets in cardiovascular disease**. *Curr Pharm Des* 2006, **12**(32):4229-4245.

58. An H, Qian C, Cao X: **Regulation of Toll-like receptor signaling in the innate immunity**. *Sci China Life Sci* 2010, **53**(1):34-43.

59. Perry SV: **Vertebrate tropomyosin: distribution, properties and function**. *J Muscle Res Cell Motil* 2001, **22**(1):5-49.

60. Waterworth DM, Ricketts SL, Song K, Chen L, Zhao JH, Ripatti S, Aulchenko YS, Zhang W, Yuan X, Lim N *et al*: **Genetic variants influencing circulating lipid levels and risk of coronary artery disease**. *Arteriosclerosis, thrombosis, and vascular biology* 2010, **30**(11):2264-2276.

61. Denny JC, Ritchie MD, Crawford DC, Schildcrout JS, Ramirez AH, Pulley JM, Basford MA, Masys DR, Haines JL, Roden DM: **Identification of genomic predictors of atrioventricular conduction: using electronic medical records as a tool for genome science**. *Circulation* 2010, **122**(20):2016-2021.

62. Ichimura T, Watanabe S, Sakamoto Y, Aoto T, Fujita N, Nakao M: **Transcriptional repression and heterochromatin formation by MBD1 and MCAF/AM family proteins**. *J Biol Chem* 2005, **280**(14):13928-13935.

63. Fu C, Turck CW, Kurosaki T, Chan AC: **BLNK: a central linker protein in B cell activation**. *Immunity* 1998, **9**(1):93-103.

64. Bantscheff M, Hopf C, Savitski MM, Dittmann A, Grandi P, Michon AM, Schlegl J, Abraham Y, Becher I, Bergamini G *et al*: **Chemoproteomics profiling of HDAC inhibitors reveals selective targeting of HDAC complexes**. *Nat Biotechnol* 2011, **29**(3):255-265.

65. Arming S, Wipfler D, Mayr J, Merling A, Vilas U, Schauer R, Schwartz-Albiez R, Vlasak R: **The human Cas1 protein: a sialic acid-specific O-acetyltransferase?** *Glycobiology* 2011, **21**(5):553-564.

66. Marat AL, McPherson PS: **The connecdenn family, Rab35 guanine nucleotide exchange factors interfacing with the clathrin machinery**. *J Biol Chem* 2010, **285**(14):10627-10637.

67. Akerblad P, Mansson R, Lagergren A, Westerlund S, Basta B, Lind U, Thelin A, Gisler R, Liberg D, Nelander S *et al*: **Gene expression analysis suggests that EBF-1 and PPARgamma2 induce adipogenesis of NIH-3T3 cells with similar efficiency and kinetics**. *Physiological genomics* 2005, **23**(2):206-216.

68. Boyd RS, Adam PJ, Patel S, Loader JA, Berry J, Redpath NT, Poyser HR, Fletcher GC, Burgess NA, Stamps AC *et al*: **Proteomic analysis of the cell-surface membrane in chronic lymphocytic leukemia: identification of two novel proteins, BCNP1 and MIG2B**. *Leukemia* 2003, **17**(8):1605-1612.

69. Davis RS, Wang YH, Kubagawa H, Cooper MD: **Identification of a family of Fc receptor homologs with preferential B cell expression**. *Proceedings of the National Academy of Sciences of the United States of America* 2001, **98**(17):9772-9777.

70. Chureau C, Chantalat S, Romito A, Galvani A, Duret L, Avner P, Rougeulle C: **Ftx is a non-coding RNA which affects Xist expression and chromatin structure within the X-inactivation center region**. *Hum Mol Genet* 2011, **20**(4):705-718.

71. Fredriksson R, Hoglund PJ, Gloriam DE, Lagerstrom MC, Schioth HB: **Seven evolutionarily conserved human rhodopsin G protein-coupled receptors lacking close relatives**. *FEBS Lett* 2003, **554**(3):381-388.

72. Tano K, Mizuno R, Okada T, Rakwal R, Shibato J, Masuo Y, Ijiri K, Akimitsu N: **MALAT-1 enhances cell motility of lung adenocarcinoma cells by influencing the expression of motility-related genes**. *FEBS Lett* 2010, **584**(22):4575-4580.

73. Favre J, Gao J, Zhang AD, Remy-Jouet I, Ouvrard-Pascaud A, Dautreaux B, Escoubet B, Thuillez C, Jaisser F, Richard V: **Coronary endothelial dysfunction after cardiomyocyte-specific mineralocorticoid receptor overexpression**. *Am J Physiol Heart Circ Physiol* 2011, **300**(6):H2035-2043.

74. Aksoy P, Zhu MJ, Kalari KR, Moon I, Pelleymounter LL, Eckloff BW, Wieben ED, Yee VC, Weinshilboum RM, Wang L: **Cytosolic 5'-nucleotidase III (NT5C3): gene sequence variation and functional genomics**. *Pharmacogenet Genomics* 2009, **19**(8):567-576.

75. Jiang Y, Scott KL, Kwak SJ, Chen R, Mardon G: **Sds22/PP1 links epithelial integrity and tumor suppression via regulation of myosin II and JNK signaling**. *Oncogene* 2011, **30**(29):3248-3260.

76. Callebaut I, de Gunzburg J, Goud B, Mornon JP: **RUN domains: a new family of domains involved in Ras-like GTPase signaling**. *Trends Biochem Sci* 2001, **26**(2):79-83.

77. Wen J, Huang S, Rogers H, Dickinson LA, Kohwi-Shigematsu T, Noguchi CT: **SATB1 family protein expressed during early erythroid differentiation modifies globin gene expression**. *Blood* 2005, **105**(8):3330-3339.

78. Massague J: **TGF-beta signal transduction**. *Annu Rev Biochem* 1998, **67**:753-791.

79. Bednarek AK, Keck-Waggoner CL, Daniel RL, Laflin KJ, Bergsagel PL, Kiguchi K, Brenner AJ, Aldaz CM: **WWOX, the FRA16D gene, behaves as a suppressor of tumor growth**. *Cancer Res* 2001, **61**(22):8068-8073.

80. Pahl PM, Hodges YK, Meltesen L, Perryman MB, Horwitz KB, Horwitz LD: **ZNF207, a ubiquitously expressed zinc finger gene on chromosome 6p21.3**. *Genomics* 1998, **53**(3):410-412.

How the deposited data were processed for this re-analysis (not part of the article)

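RNA of PBMC from 19 patients with PAD and 18 controls had been hybridized to Affymetrix HG-U133 Plus 2.0 arrays, 1 array per person. The authors summarized the arrays by RMA in GeneSpring GX and subtracted from each probe set its median over all arrays, and the deposited table holds these centred values on the log2 scale. It was checked that the table has values for 37 arrays with none missing, that the median of each probe set is 0, and that no pair of arrays is identical (0 pairs, highest correlation 0.807). Since the values are centred, the level of expression and the signal over background cannot be had from them, and the methods' filter at the 20th percentile was not applied. The sample labels give the condition, a replicate number and the set (discovery or validation) of each array, 9 PAD and 9 control arrays in the discovery set and 10 PAD and 9 control arrays in the validation set.

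Control probe sets (62) and probe sets of Y-linked genes or XIST (94) were left out, and 54519 probe sets were tested, of which 40154 carry 1 gene symbol, 1675 several and 12690 none in the platform annotation, after 1960 symbols were updated by gene ID (54 IDs were not found). For 19002 genes the probe set with the largest interquartile range was taken. PAD and control were compared with limma 3.58.1 in R 4.3.3 (linear model, eBayes with a trend over the mean of the centred values) at a fold change of 1.5 and a Benjamini-Hochberg adjusted p under 0.05, and for the genes of a list at that p and any fold change. The steps of the methods were a fold change of 1.5 on the mean log2 values, the exact two-sided Mann-Whitney test with midranks, and adjustment over the probe sets past the fold change. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

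The 28 gene lists, written from general knowledge of the processes and cell types or copied from the paper, were early response genes, inflammatory cytokines and chemokines, Toll-like receptor signalling, NOD-like receptors and inflammasome, type I interferon response, platelet genes, markers of neutrophils, monocytes, B cells, T cells, NK cells and erythroid cells, apoptosis regulators, oxidative stress response, dual specificity and PTP4A phosphatases, water-soluble vitamin metabolism, free fatty acid receptors and metabolism, SNARE and vesicle fusion genes, p53 signalling, chemokine and Gi-coupled receptors, heat shock and chaperone genes, nuclear non-coding RNAs, zinc finger genes named ZNF, ribosomal protein genes, and 4 lists the paper names on these samples. The paper's tables had been seen when the lists were written, so lists other than those 4 are not wholly independent of Table 2 either. Scores were compared by a two-sided permutation test with 100000 resamples, within sets by the exact test over 48620 and 92378 splits, and the difference between sets by permuting residuals. Lists were also set against all other genes with camera at a preset correlation of 0.01 and at an estimated correlation. The probe sets to name were chosen by a rule fixed beforehand, and values in the paper's tables had been seen: those of Table 2 whose gene the paper's text names; the 10 in each direction with the largest fold change among those passing limma and changed the same way in both sets, filled up, where fewer passed, with the smallest unadjusted p under 0.05 at a fold change of 1.5; and per list up to 4 genes with the smallest p. Probe sets with no symbol or several were counted and not named. A second probe set of CFLAR was named after its values were seen.

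Alternatives were the set as a covariate or stratum, each set on its own, the replicate number as a block, no fold change threshold or one of 2, array weights, quantile normalization, centring of arrays, robust eBayes, the 3' to 5' signal difference of GAPDH and marker scores as covariates, other adjustments and forms of the Mann-Whitney test, and the mean of a gene's probe sets. Settings without control replicate 18, with the set beside another covariate, by gene means within sets, and list scores without the genes of Table 2 (adjusted over 6 or 13 such lists) were added after the data had been seen. The genes of Table 2 in a list were counted by the symbols of its probe sets in the annotation used. Genes that only the paper's mapping gives, such as BLNK, were not counted and stayed in the scores. The replicate number was tested as a pairing of PAD and control arrays, and the median correlation of such pairs over deviations from group-and-set means was 0.0665. Both tests were tried on simulated data with 200 changed probe sets at the same group sizes. With 0 false calls, limma recovered 22 of 50 at a 1.5-fold change, 47 at 2-fold, 49 at 3-fold and 41 at 4-fold. The steps of the methods recovered 24 of 50 at 1.5-fold and 50 of 50 at 2-fold, with 11 false calls. A 1.5-fold change equals the cutoff, and its estimates fall on both sides of it, so the 22 and 24 say little about power. Spread of the ratios used in the closing section came from 1000 bootstrap resamples of the arrays, as 95% intervals. The PCR, enrichment and pathway data of the paper were not analysed here.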

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

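The comparisons of 6 other cell type lists with the B cell markers, the adjustment of the lower probe sets for ACTB, and the setting without control replicate 18 were chosen after the result was seen.

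In 37 of 300 groups of arrays looked at, 1 array lay far from the others, by the gap to its nearest neighbour over the range of the group. Chance gives this for about 1 in 20 groups, and 16 of the 37 were control replicate 18. For the gene lists the ratios were 0.496 (cytokines, PAD, discovery), 0.47 (Toll-like receptor signalling, PAD, validation), 0.605 (interferon response, PAD, discovery), 0.47 (B cell markers, PAD, validation), 0.522 (T cell markers, PAD, validation), 0.618 (apoptosis, control, validation), 0.565 (dual specificity phosphatases, control, validation), 0.512 (vitamin metabolism, control, discovery), 0.518 (fatty acid genes, PAD, discovery), 0.597 (p53, control, validation), 0.738 (heat shock, control, validation), 0.556 and 0.701 (femoral artery genes, control, discovery and validation) and 0.593 (phosphatases named by the paper, control, validation). For RNA quality they were 0.553 (GAPDH 3' minus 5', PAD, discovery), 0.908 (GAPDH 3' minus 5', control, validation) and 0.788 (ACTB 3' minus 5', control, validation).

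For single probe sets the ratios in control arrays of the validation set were 0.606 for CXCR4, 0.803 for the probe set the paper maps to DNAJB6, 0.54 for DSC2, 0.561 for DUSP1, 0.725 for KLF6, 0.494 for PPP1R15A, 0.531 for PTP4A1, 0.535 for SOD2, 0.695 for STX11, 0.714 for THBS1 and 0.498 for BCL2A1, and 0.645 for THBS1 in those of the discovery set. In PAD arrays they were 0.515 for ACTB, 0.59 for SAMSN1, 0.512 for NAMPT and 0.574 for a probe set mapped to BACH2 in the validation set, and 0.543 and 0.533 for FCAR, 0.504 for NAMPT and 0.494 for SOD2 in the discovery set.

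Over all genes, 37103 probe sets differed between the discovery and the validation arrays, in data for which the paper describes no division, and 163 probe sets outside Table 2 passed limma with the set as a covariate. For 557 probe sets, 165 of them more positive in the validation set, the PAD difference itself differed between the sets at an adjusted p under 0.05. Of 100 splits, the real one included, 1 gave a count as large. The highest of the other splits gave 481, so this argues against chance but does not exclude it. Without control replicate 18 the condition by set interaction gave 922 probe sets (against 4 in the highest of the other splits, 1 of 100 as large). The PAD difference of the validation set minus that of the discovery set was -0.28 for nuclear non-coding RNAs, -1.47 for B cell markers and, in log2 fold change, -1.69 for FCRL2. For probe sets passing limma, no other split reached the real count with the set as a covariate (242 against 1, 1 of 100). The same held in the validation set (1362 against 49, 1 of 100) and for genes with the set as a covariate (71 against 1, 1 of 100). These counts argue against chance. In the discovery set another split gave more than the real one (83 against 85, 2 of 100), so chance is not excluded there. Over all arrays the splits gave 4 against 2699 for limma (2 of 100), 2 against 1719 for genes (2 of 100) and 98 against 3268 for the steps of the methods (3 of 100). Counts so far above the real ones point to a structure of the samples. The highest split of limma followed the sets, with 5 PAD labels in the discovery and 14 in the validation set. These splits therefore measure the division by set as well, and they do not decide whether chance can be excluded over all arrays. The counts given before these compare arrays of the same set.

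The 54 probe sets of Table 2 higher in PAD were set against the cells of the sample. With the score of the neutrophil markers outside Table 2 as a covariate, beside the set, the ratio of the median log2 fold change to that without was 0.947 (interval 0.866 to 1.05). That score did not itself pass a test between PAD and control (p = 0.279, permutation within sets). Adjustment for this score left most of the fold change of these 54 probe sets. A score that hardly differs between the groups can move it little, so the adjustment decides little about neutrophils. Of the 40 neutrophil markers 39 had a higher mean in PAD, so a part of neutrophils stays open. The ratio was 0.895 with the platelet score (interval 0.736 to 0.996) and 0.689 with the early response score (interval 0.354 to 0.973), and the intervals leave open a part played by platelets, and by activation of cells in the patient or in handling, which cannot be told apart. A change of expression in PAD stays open as well.

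For the 41 lower probe sets, the ratio of the median log2 fold change with the 3' to 5' signal difference of GAPDH as a covariate, beside the set, to that without was 0.985 (interval 0.822 to 1.03), but that difference did not pass a test between PAD and control (p = 0.118, permutation within sets), so the adjustment decides little. That of ACTB did pass (p = 0.00308), and with it the ratio was 0.910 (interval 0.389 to 0.976), which leaves open a part of RNA quality. With the B cell score the ratio was 0.825 (interval 0.575 to 0.984), which leaves open a part of fewer B cells. Other probe sets of the same gene exist for 28 of the 41. These 88 had a median log2 fold change of -0.081 (interval -0.16 to -0.035), 58 of them negative, far from the -0.70 of all 41. That median is 0.116 of the median of all 41, which was not taken over the 28 alone. The ratio counts against lower expression of the whole gene, but centred values do not show which of the 88 detect their transcript, so this stays open, and so does a difference in transcript form or in unspliced RNA, which was not tested.

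The B cell markers were lower in PAD in the validation set and not in the discovery set. Without control replicate 18 the difference between the sets was 1.03 times as large, which argues against that array as the cause. With the 3' to 5' signal difference of ACTB as a covariate the ratio was 1.12, and its interval (0.691 to 1.42) leaves open a part of RNA quality. The differences between the sets in 6 other cell type lists went both ways, with a median of -0.0033 of that of B cells (interval -0.251 to 0.245), which argues against a shared change of all cell types as the cause; without sign it was 0.019 (interval 0.051 to 0.472, above the value since sizes have no sign). The mean B cell score in PAD was -0.19 in the discovery and -0.29 in the validation set. In the controls it was -0.43 and 0.94. Most probe sets differed between the sets, and a shift of the whole set would move both groups. These means therefore do not show whether the controls or the patients differed. The labels do not describe how the sets differ, and whether the controls or patients of the 2 sets differed in B cells is a biological explanation that was not tested.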

How the results depend on the processing

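Settings without control replicate 18, without the genes of Table 2, by gene means within sets, with the set beside another covariate, with genes in single sets or chosen within sets, and the RNA quality difference by stratum were added after the data had been seen. The direction of the named results mostly held: of 121 named probe sets, 5 changed sign in the discovery set and 1 in the validation set (of the settings run for single probe sets, no other changed a sign). For all counts below that moved, the cause was not tested except where fewer arrays or fewer tests make it. The centred values carry no level, so 2 planned filters on low expression were not run, and signal over background is not known.

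Probe sets passing limma (4) were 242 with the set as covariate, 83 in the discovery and 1362 in the validation set, 275 with the replicate number as block, 9 with array weights, 24 with no fold change threshold and 1 with a fold change of 2, and 25, 2 and 1 with the GAPDH difference, the neutrophil score and the platelet score as covariate. With the set and these scores they were 207 (GAPDH), 128 (neutrophil), 36 (platelet) and 68 (B cell), and without control replicate 18 they were 243 with the set as covariate and 1573 in the validation set. Genes (2) were 1 with the mean of probe sets, 71 with the set, 63 with the block, 54 and 296 in the discovery and validation sets, 6 and 87 (with the set) with the probe set chosen within sets, and without control replicate 18 they were 0 (80 at an unadjusted p under 0.05 in limma) and 72 with the set. The steps of the methods (98) gave 3 with adjustment over all probe sets, 207 unadjusted, 47 with linear means, 255 and 1941 in the discovery and validation sets, 403 with the set as stratum and 382 with that and without control replicate 18. Probe sets passing the condition by set interaction (557) were 922 without control replicate 18.

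List scores passed where they had not: platelet genes 0.43 by stratum, 0.38 with gene means and 0.38 with both; apoptosis 0.20 by stratum, 0.19 and 0.20 in the discovery and validation sets, 0.17 with gene means (0.16 by stratum, 0.18 in the validation set), and without control replicate 18 0.17 by stratum and 0.16 in the validation set; heat shock 0.11 by stratum and 0.17 in the validation set (0.072 and 0.12 with gene means); vitamin metabolism 0.077 in the validation set; nuclear non-coding RNAs -0.23 in the validation set (-0.16 with gene means) and -0.084 by stratum with gene means; B cell markers -1.24 in the validation set (-0.86 with gene means); chemokine and Gi-coupled receptors 0.11 with gene means and 0.11 by stratum with them; p53 signalling 0.063 by stratum with gene means; SNARE genes 0.062 by stratum and 0.088 in the validation set with gene means; and ZNF genes -0.071 by stratum, -0.075 in the validation set, -0.066 with gene means (-0.067 by stratum, -0.068 in the validation set) and -0.075 by stratum without control replicate 18. Without that array heat shock 0.093, vitamin metabolism 0.078, non-coding RNAs -0.24, B cell markers -1.28 and ZNF genes -0.084 passed in the validation set, and platelet genes (0.41, adjusted p = 0.0764) and heat shock (0.065, adjusted p = 0.0533) did not pass by stratum. The interferon score, 0.21 in the discovery set, no longer passed. Without the genes of Table 2, which were picked on these arrays, 4 scores no longer passed over all arrays: early response genes 0.38, oxidative stress 0.12, dual specificity phosphatases 0.088 and fatty acid genes 0.068. The adjustment of the full list scores also counts the lists the paper chose on these arrays. With those lists left out, early response genes and oxidative stress no longer passed over all arrays, and platelet genes no longer passed by stratum. Calls without those lists were not made for single sets and the other settings. Signs reversed for B cell markers (0.23) and non-coding RNAs (0.049) in the discovery set, p53 signalling (-0.011) in the validation set without control replicate 18 and ribosomal proteins (0.013) without control replicate 18. They reversed also for NLRP3 (-0.017) in the validation set and for CASP1 (-0.079), NIBAN3 (0.10), FCRL2 (0.11), BLNK (0.085) and CD72 (0.0013) in the discovery set. STX11 at its other probe set (0.26) did not pass, the ACTB 3' to 5' difference passed in the validation set (-0.77) and by stratum (-0.46), and without control replicate 18 in both (-0.35 and -0.24), and clustering separated the conditions in the validation set (p = 1.08e-05, Fisher's exact test).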

Differences from the paper's values

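Of 95 adjusted p values of Table 2 compared, 18 differed from those of the fold-filtered exact Mann-Whitney test by more than 1.5 times beyond the rounding of the paper's values, and 0 of the fold changes differed. The pairs were TAGAP (the paper's 0.004, here 0.00121), C5orf41 (the paper's 0.004, here 0.00152), PPP1R7 (the paper's 0.004, here 0.00152), SAMSN1 (the paper's 0.006, here 0.00297), PGRMC1 (the paper's 0.008, here 0.00498), PMAIP1 (the paper's 0.005, here 0.00235), DSC2 (the paper's 0.007, here 0.00381), STK17B (the paper's 0.004, here 0.00152), BCL2A1 (the paper's 0.008, here 0.00498), DNAJB6 (the paper's 0.004, here 0.00157), DUSP5 (the paper's 0.008, here 0.00498), STX11 (the paper's 0.003, here 0.000600), PLAUR (the paper's 0.004, here 0.00152), PLAUR (the paper's 0.004, here 0.00121), BEX4 (the paper's 0.004, here 0.00144), FAM198B (the paper's 0.003, here 0.000509), FFAR2 (the paper's 0.007, here 0.00381) and DSC2 (the paper's 0.007, here 0.00381). At the values as printed, NFIL3 and 1 probe set of PPP1R15A (the paper's 0.008 for each, here 0.00519 for each) differed by more than 1.5 times as well, and the normal approximation brought both within range. Of the alternatives set before the data were examined, the normal approximation with continuity correction brought all 18 within range, the ratio of linear means 13, the discovery set alone 4 and the validation set alone 3, and adjustment over all probe sets, unadjusted p, the set as stratum and quantile normalization brought 0.

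The 39 genes lower in PAD of the paper's methods and conclusion stand against 14 distinct symbols here, at the same fold change and adjusted p. A further 27 lower probe sets have no symbol or several in the annotation used. The paper's own counts of higher and lower genes are not the same in all its sections. Of the alternatives set before the data were examined, unadjusted p (33) and the discovery set alone (41) came within range, and adjustment over all probe sets (1), the ratio of linear means (5), the normal approximation (12), the validation set alone (518), the set as stratum (62) and quantile normalization (20) did not. Counted by the symbols printed in Table 2, a count chosen after the values were seen, the passing probe sets of Table 2 carry 39 lower and 47 higher symbols, and 0 of its probe sets are dropped. Table 2 gives a probe set of FTX on more than 1 line and a p of 0 for TMEM267 (C5orf28). The fold-filtered Mann-Whitney adjusted p of TMEM267 here was 4.42e-06, which rounds to 0 at the decimals printed there. The paper's text and table give slightly different fold changes for BACH2 and for a non-coding transcript. In its clustering the paper describes a distinct pattern of higher and lower probes in cases against controls. It does not state how the arrays grouped, so the array clusters found here are not a difference from it. Here the arrays formed 1 large cluster over all arrays and in the discovery set and separated by condition in the validation set. CFLAR, which the paper names among differentially expressed genes, did not pass here over all arrays at any of its 14 probe sets, by limma (adjusted p = 0.864 at the probe set used for the gene) or by the fold-filtered Mann-Whitney test. At 1 of the 14, picked out after its values were seen, it was lower in PAD and passed limma with the set as a covariate (log2 fold change of -0.69, adjusted p = 0.00496), with the replicate number as a block and in the validation set (-0.73, adjusted p = 0.0158), and the Mann-Whitney steps with unadjusted p, in each set alone and with the set as stratum. It passed also in settings added after the data were seen, with the set beside the GAPDH difference or the neutrophil, platelet or B cell score, and without control replicate 18 with the set as covariate or stratum or in the validation set.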

Other observations

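Camera with the set as a covariate was added after the data had been seen. Cell type markers beyond those given with the claims did not pass over all arrays. The score of monocyte markers (29 genes) differed by 0.14 (permutation test, adjusted p = 0.593), that of T cell markers by -0.044 (unadjusted p = 0.77; the list's median log2 fold change is positive, 0.010, so mean and median differ in sign), that of NK cell markers by -0.16 (adjusted p = 0.298) and that of erythroid markers by 0.20 (adjusted p = 0.593). SATB1, a chromatin organizer of T cells, had a log2 fold change of -0.86 (set-adjusted p = 0.00442), and CX3CR1, of patrolling monocytes, of -0.54 (set-adjusted p = 0.138).

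Heat shock and chaperone genes differed by 0.12 (permutation test, adjusted p = 0.429), nuclear non-coding RNAs by -0.055 (adjusted p = 0.856; -0.012 without control replicate 18) and ribosomal protein genes by -0.0079 (adjusted p = 0.948). DNAJB1 had a log2 fold change of 0.40 (set-adjusted p = 0.0338) and MIR181A2HG of -0.61 (set-adjusted p = 0.0261). With camera's preset correlation more lists passed than with an estimated one, under which the calls of platelet, neutrophil, monocyte, B cell, NK cell and erythroid markers, Toll-like receptor signalling, apoptosis, oxidative stress, fatty acid and heat shock genes were lost. With the set as a covariate, the calls of interferon (adjusted p = 0.109), ZNF and ribosomal protein genes were lost under an estimated correlation as well, and oxidative stress genes passed (adjusted p = 0.0309). Across probe sets, which are not independent replicates, the log2 fold changes of the discovery and validation sets had a correlation of 0.151.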
